# RNA-seq reveals differentially expressed lncRNAs and circRNAs and their associated functional network in HTR-8/Svneo cells under hypoxic conditions

**DOI:** 10.1186/s12920-024-01933-4

**Published:** 2024-06-28

**Authors:** Jiaqing Zhou, YueHua Sheng, Zhezhan Chen, Huiqing Ding, Xiaojiao Zheng

**Keywords:** Hypoxia, HTR-8/Svneo, RNA-seq, PE, IUGR

## Abstract

Placental hypoxia is hazardous to maternal health as well as fetal growth and development. Preeclampsia and intrauterine growth restriction are common pregnancy problems, and one of the causes is placental hypoxia. Placental hypoxia is linked to a number of pregnancy illnessesv. To investigate their potential function in anoxic circumstances, we mimicked the anoxic environment of HTR-8/Svneo cells and performed lncRNA and circRNA studies on anoxic HTR-8/Svneo cells using high-throughput RNA sequencing. The miRNA target genes were predicted by integrating the aberrant expression of miRNAs in the placenta of preeclampsia and intrauterine growth restriction, and a ceRNA network map was developed to conduct a complete transcriptomic and bioinformatics investigation of circRNAs and lncRNAs. The signaling pathways in which the genes were primarily engaged were predicted using GO and KEGG analyses. To propose a novel explanation for trophoblastic organism failure caused by lncRNAs and circRNAs in an anoxic environment.

## Background

The placenta is a pregnancy-only organ that aids in the passage of nutrients and gases between the mother and fetus. The chorionic trophoblast must reconstruct the spiral artery for the placenta to form [1, 2].

Placental hypoxia is linked to a number of pregnancy illnesses, the majority of which occur in the middle and late stages of pregnancy [3]. Preeclampsia(PE) and intrauterine growth restriction(IUGR) are two maternal disorders caused by placental hypoxic stress. Preeclampsia is a complication of pregnancy with a global incidence of about 4–5% [4]. PE usually presents after 20 weeks of gestation, and the main clinical manifestations are new-onset hypertension and proteinuria. Many studies believed that the pathogenesis of preeclampsia is related to the placental dysfunction [5, 6]. Intrauterine growth restriction refers to a fetus that has failed to reach its biological growth potential because of placental dysfunction.It is a leading cause of infant morbidity and mortality. The most commonly observed placental disease in association with IUGR is maternal vascular malperfusion [7, 8].

Many investigations have demonstrated that placental hypoxia is caused by uterine artery recasting problems and insufficient penetration of extracellular villus trophoblast cells [9]. The stress response releases a number of placenta-derived substances into the blood, inducing immunological and vasculitic reactions as a result of the placenta’s ongoing hypoxia. Maternal hypertension, fetal hypoxia, and other clinical manifestations then ensue. Placental hypoxia plays a crucial role in the initiation and development of PE and IUGR [10, 11]. It was discovered that PE had higher levels of the hypoxia-related factor HIF1a expression [12]. Low levels of PLGF expression were found in the PE, and IUGR serum [13, 14]. Unfortunately, there is no clinical indicator that can accurately capture how much placental hypoxia is present.

A class of noncoding circRNAs known as circRNAs are primarily found in the cytoplasm. Recent research has demonstrated that circRNAs participate in pathophysiological processes through a variety of routes, the more prevalent of which is the ceRNA pathway, which can act as a molecular sponge for miRNAs and influence their function [15–17].

LncRNAs are a class of long, highly conserved noncoding RNAs that are mostly expressed in the nucleus and cytoplasm and have a length larger than 200 bp [18, 19]. A variety of mechanisms, including the ceRNA pathway and the direct control of protein production, are used by lncRNAs to function [15]. In HTR-8/Svneo cells, lncRNA controls invasion, proliferation, and apoptosis, according to previous studies [20]. It is unclear at this time how circRNAs and lncRNAs are expressed in placental hypoxia.

Our study aimed to understand the role of lncRNAs and circRNAs in placental development and pregnancy-related processes, and the HTR-8/Svneo cell line from human trophoblast cells is a suitable model. In addition, The HTR-8/Svneo cell line have been extensively characterized in previous studies, providing a rich foundation of existing knowledge about its behavior, gene expression patterns, and functional properties. This prior understanding can facilitate the interpretation and comparison of experimental results. They can provide valuable insights into cellular processes and molecular mechanisms.

High-throughput gene sequencing was used in this study to examine the diverse ways that lncRNAs, circRNAs, and mRNAs were expressed in anoxic HTR-8/SVneo cells. Although our methods and experiments are similar to those in some papers, previous studies have mainly focused on tumor tissue [21, 22]. We did not find similar studies in the HTR-8/SVneo cell line.The coexpression of these dysregulated RNAs and ceRNA networks was investigated to anticipate the function of lncRNAs and circRNAs.

## Methods

### Cell cultures

The human chorionic trophoblast cell line HTR-8/Svneo (purchased from Cell Bank of Chinese Academy of Sciences, China) was cultivated in media that also contained 1% and 10% penicillin‒streptomycin (RPMI-1640, Corning, Cellgro, USA) and fetal bovine serum (FBS, Pan-biotech, Germany ). They were cultivated in a typical, humidified tissue culture chamber (normoxic) at 37 °C, 21% O2, and 5% CO2. Cells were cultivated in an anoxic chamber that was humidified (made by Forma Scientific, Marietta, Ohio, USA) at 37 °C, 1% O2 and 5% CO2.

### RNA extraction

RNA was extracted from control and hypoxic HTR-8/SVneo cells using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) 24 h after culture according to the manufacturer’s instructions. The concentration of total RNA was determined by a NanoDrop ND-1000 spectrophotometer (Thermo, Waltham, MA, USA).RNA Integrity and gDNA contamination test by denaturing agarose gel electrophoresis (concentration of agarose gel is 1%, and 0.5 µg/ml ethidium bromide to help it visualized).

### High-throughput sequencing

Based on high-throughput sequencing results, transcriptome sequencing and subsequent bioinformatics analysis were conducted by Kangcheng Biotechnology (Shanghai, China). The library was constructed with a KAPA Stranded RNA-Seq Library Prep Kit (Illumina) after total RNA samples were stranded by oligo dT enrichment (rRNA removal). In the process of library construction, double-stranded cDNA was synthesized using the dUTP method combined with subsequent high-fidelity PCR polymerase action, which made the resulting RNA sequencing library have chain specificity. The constructed library was evaluated by an Agilent 2100 Bioanalyzer and quantified by qPCR. The mixed libraries of different samples were sequenced using an Illumina NovaSeq 6000 sequencer.

### Sequencing analysis of lncRNAs, circRNAs, and mRNAs

Based on preliminary judgment and recognition, paired-end reads were obtained from an Illumina NovaSeq 6000 sequencer. The sequencing quality of the reads was evaluated by FastQC software, and cutadapt was used to remove the 3’ and 5’ joints. LncRNAs, circRNAs, and mRNAs were analyzed using high-quality pruned read segments by comparing them to the reference genome (GRCh37) using HISAT2 software.

### Statistical analysis

Statistical analyses were performed using R software (3.5.0). Fisher’s exact test was used to determine the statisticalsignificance for comparison of two groups. Pearson’s test was used for the correlation analysis. *P* < 0.05 was considered statistically significant.

### Differential expression of lncRNAs, circRNAs and mRNAs

FPKM calculations at the gene level and transcription level were performed using Ballgown, and differences in expression at the gene level and transcription level were calculated separately. We considered multiples ≥ 2.0 with *p* < 0.05 and FPKM values ≥ 0.1 in at least one sample from one group to indicate differentially expressed lncRNAs, circRNAs, and mRNAs.

### GO analysis and KEGG enrichment

GO and KEGG analyses were used to predict the biological functions of lncRNAs, circRNA target genes and mRNAs. GO analysis was used to identify and annotate differentially expressed genes in three categories: molecular function (MF), biological process (BP) and cell component (CC). KEGG enrichment analysis is an important way to analyze target genes and mRNAs involved in the differential expression of lncRNAs and circRNAs. The error detection rate (FDR) was used to correct p values. A p value < 0.05 was considered statistically significant enrichment.

### Construction of a ceRNA network

To further understand the potential interaction of differentially expressed lncRNAs, circRNAs and mRNAs, we constructed a ceRNA network. Differential lncRNA, circRNA, mRNA were obtained by sequencing. The common differentially expressed miRNAs in placentas of PE and IUGR were screened in the NCBI (National Center for Biotechnology Information (nih.gov)), and the interactions between different lncRNAs, circRNAs and miRNAs were predicted based on popular miRNA target gene prediction software. Subsequently, miRNA binding sites and target miRNAs were predicted using proprietary software based on TargetScanHuman 8.0 (https://www.targetscan.org/vert_80/, Whitehead Institute, Cambridge, MA, USA) and miRanda (http://mirtoolsgallery.tech/mirtoolsgallery/node/1055). Therefore, lncRNA-mRNA, circRNA-mRNA, and lncRNA-miRNA-circRNA-mRNA networks were constructed using Cytoscape (v3.7.2, National Institute of General Medical Sciences, Bethesda, MD, USA) software based on lncRNAs, miRNAs, circRNAs and mRNAs.

## Results

### Differential expression of circRNAs, lncRNAs and mRNAs in HTR-8/SVneo cells in an anoxic environment

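HTR-8/SVneo is an immortalized human trophoblast line that grew out of chorionic villi of early pregnancy. Total RNA of 3 normoxic samples (21% O2) and 3 hypoxic samples (1% O2), all at 5% CO2 and taken after 24 h, was made into strand-specific libraries. The authors describe the selection as oligo dT enrichment (rRNA removal). Oligo dT binds poly(A) tails, which the mRNAs of replication-dependent histones lack, so the FPKM of such RNAs depend on what passed this step. The authors trimmed the reads, aligned them to GRCh37 with HISAT2 and computed FPKM per transcript with Ballgown. The deposited values are FPKM of 59109 transcripts from 14102 genes, of which 33032 transcripts are protein-coding and 26077 belong to other classes (retained introns, processed transcripts, antisense RNAs and lincRNAs). Every transcript in the table has a mean of at least 0.5 FPKM in the normoxic or the hypoxic group. FPKM summed to 359782, 368887 and 378538 in normoxic libraries 1 to 3 and to 336371, 354162 and 340783 in hypoxic libraries 1 to 3. The number of reads per library is not given in the sources used here and cannot be read from FPKM that were divided among the transcripts of a gene, so the depth behind each value is unknown. From there, a gene's FPKM was taken as the sum over its transcripts, and the groups were compared with limma on log2(FPKM + 1). Log2 fold changes are hypoxia over normoxia on that scale, which understates the change of low genes, and adjusted p is by Benjamini-Hochberg. Mitochondrially encoded transcripts held 13.6% to 14.8% of the summed FPKM in the normoxic libraries and 5.89% to 6.01% in the hypoxic ones. FPKM are relative to the mapped reads of a library, not to these sums. A change in the share of reads from these transcripts can therefore shift the FPKM of all other genes. The figure legends call the samples paired, and no source used here says that they came from separate cultures, so p-values measure only the spread between these samples, which may be technical. With 3 samples against 3, an exact permutation test cannot give a p below 0.1.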

RNA sequencing was used to find thousands of HTR-8/Svneo transcripts expressed in normoxic and anoxic environments. 

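In hypoxic HTR-8/SVneo cells, 749 of the 11427 protein-coding genes tested were upregulated and 1104 were downregulated at an adjusted p under 0.05 from limma. IGFBP3, which binds insulin-like growth factors, rose from 15.4 ± 5.42 FPKM (SD, n = 3) in normoxia to 122 ± 15.2 FPKM (SD, n = 3) in hypoxia. Its log2 fold change was 2.95 (standard error 0.23, adjusted p = 0.00108). VEGFA, the growth factor of blood vessels on chromosome 6 of GRCh37 from 43737921 to 43754224, rose from 6.30 ± 0.542 to 53.6 ± 16.9 FPKM (log2 fold change 2.85, adjusted p = 0.00143). That sum includes retained introns of the gene, and no VEGFA transcript passed when tested by itself (lowest limma adjusted p = 0.0987). The other genes among the 12 largest increases were HMOX1, ANGPTL4, SLC7A5, NDRG1, SERPINE1, OSGIN1, HSPA1B, STC2, FAM83A and KBTBD8. Of the 12 largest decreases, 9 were histone genes of the HIST1 cluster, and the others were HIF1A, COL3A1 and PDE4B. COL3A1, a fibrillar collagen, fell from 14.5 ± 4.48 to 0.729 ± 0.587 FPKM (log2 fold change -3.18, standard error 0.33, adjusted p = 0.00279). PDE4B, an enzyme that breaks down cyclic AMP, had a log2 fold change of -2.48 (standard error 0.35, adjusted p = 0.00899). At a fold change of at least 2 and an unadjusted p under 0.05, 376 genes were higher and 687 were lower, and 1186 protein-coding transcripts were higher and 1301 lower when each transcript was tested by itself. Of single protein-coding transcripts, 66 were higher and 60 lower at an adjusted p under 0.05.

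In 4471 genes (39.1%), every hypoxic sample lay on the same side of every normoxic sample, where chance gives 10% if the samples are interchangeable. The FPKM sum of every hypoxic library was below that of every normoxic one, and the median log2 fold change of all genes tested was -0.10. Such a shift of whole libraries can add to this share, which was not computed under other scalings. Scaling each library to the same upper quartile gave 952 higher and 759 lower genes at an adjusted p under 0.05, scaling to a common sum gave 955 and 753, and quantile normalization gave 940 and 924. At a fold change of at least 2, the excess of lower genes was lost under upper-quartile scaling (497 higher and 505 lower) and turned under quantile normalization (482 and 418). It stayed with scaling to a common sum (593 and 811) and with a pseudocount of 0.1 (508 and 1125). The count at an adjusted p under 0.05 was 147 higher and 166 lower with an ordinary linear model and 0 and 0 when that model held Ballgown's library-size covariate (193 and 210 at a fold change of at least 2 and an unadjusted p under 0.05). It was 205 and 255 with the replicate number as a block and 108 and 132 with the most abundant transcript of each gene. The count fell to 142 higher and 152 lower without normoxic sample 2, 139 and 175 without normoxic sample 3, 110 and 156 without hypoxic sample 2 and 86 and 131 without hypoxic sample 3, and it was 1056 and 1838 without hypoxic sample 1. Without that sample, 1046 genes were lower at a fold change of at least 2. Of the 9 histone genes, HIST1H1D, HIST1H3C, HIST1H2AL, HIST1H4F and HIST1H1B lost their calls when any 1 of normoxic samples 2 and 3 and hypoxic samples 2 and 3 was left out (adjusted p up to 0.0876). NDRG1 was no longer past the threshold without hypoxic sample 2 or 3 (adjusted p up to 0.0836). Its sum over all transcripts was 489 ± 50.4 FPKM in hypoxia and 9.47, 95.0 and 95.3 FPKM in normoxic samples 1 to 3. Its protein-coding transcripts alone summed to 55.3 ± 3.58 FPKM in hypoxia and 8.43 ± 2.03 FPKM in normoxia (limma adjusted p = 0.00261). HSPA1B, which shares reads with its near-identical copy HSPA1A, was no longer past the threshold when any 1 sample other than hypoxic sample 1 was left out (adjusted p up to 0.111). Single transcripts fell to between 12 and 42 higher and between 11 and 20 lower when any 1 sample other than hypoxic sample 1 was left out, and without that sample 131 were higher and 126 lower. They numbered 2 and 4 with the replicate block, 1 and 1 with the library-size covariate and 123 and 108 with an ordinary linear model. FPKM of at least 1 in at least 3 samples gave 141 and 124. At a fold change of at least 2 and an unadjusted p under 0.05, scaling to a common sum gave 1886 higher transcripts. The covariate gave 585 and 577 there.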

In all, 885 mRNAs were upregulated, and 1378 mRNAs were downregulated, resulting in the differential expression of 2263 mRNAs and 2179 lncRNAs (fold change ≥ 2 and *P* < 0.05) (Fig. 1). A total of 1081 lncRNAs were upregulated, while 1098 were downregulated (Fig. 2). 

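Of the 26077 lncRNA transcripts tested, 706 were higher and 598 were lower in hypoxia at a fold change of at least 2 and an unadjusted p under 0.05, and 14 were higher and 7 lower at an adjusted p under 0.05 from limma. Most of them are noncoding transcripts of protein-coding genes, since 1106 of the 1304 at the first thresholds (84.8%) came from such genes, against 83.7% of all those tested. By class, 375 retained introns, which keep an intron of their gene in the RNA, were higher and 286 lower. Processed transcripts, which have no open reading frame annotated, counted 266 higher and 221 lower. Among lincRNAs, which lie between genes, 35 were higher and 49 lower, and among antisense RNAs 25 were higher and 33 lower. In 765 of the 1106 (69.2%), the transcript moved in the direction of the summed protein-coding transcripts of its gene, and Pearson's correlation of both log2 fold changes across 21835 transcripts was 0.275 (across transcripts, which are not independent replicates).

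The largest decrease among lncRNA transcripts at an adjusted p under 0.05 was that of the KRT18 transcript ENST00000548496, a retained intron of the keratin 18 gene on chromosome 12 of GRCh37 from 53345526 to 53346599. It fell from 22.8 ± 7.59 FPKM (SD, n = 3) to 0.414 ± 0.297 FPKM (SD, n = 3), a log2 fold change of -4.05 (standard error 0.33, adjusted p = 0.00683). Without normoxic sample 3 or hypoxic sample 1 or 3 it was no longer past the threshold (adjusted p up to 0.0745). The LSM1 transcript ENST00000522515, a processed transcript of an RNA decay factor, had 9.21 ± 2.01 FPKM in hypoxia and 0.409 ± 0.358 FPKM in normoxia (log2 fold change 2.87, adjusted p = 0.0261), and its call was lost when any 1 of the 6 samples was left out. The TAGLN2 transcript ENST00000478033 (log2 fold change -2.23, adjusted p = 0.0471) and the LRRIQ1 transcript ENST00000525971 (log2 fold change -1.84, adjusted p = 0.0441) lost theirs in the same way. The AL669831.5 transcript ENST00000585826, a lincRNA transcript, was listed at 0 in the 3 hypoxic samples and at 3.96, 4.06 and 2.18 FPKM in the normoxic ones (adjusted p = 0.0471). Its call was lost likewise. The counts at an adjusted p under 0.05 were 5 higher and 1 lower without normoxic sample 3, 6 and 1 without hypoxic sample 3, 8 and 1 without normoxic sample 2 or hypoxic sample 1 and 10 and 2 without hypoxic sample 2. At the first thresholds, 911 transcripts were lower without normoxic sample 1. There, scaling to a common sum gave 1695 higher and 1161 lower, a pseudocount of 0.1 gave 1512 and 1545, one of 0.5 gave 1244 and 1215, and an ordinary linear model gave 433 and 365, or 385 and 345 with the library-size covariate. Upper-quartile scaling gave 14 higher and 4 lower at an adjusted p under 0.05, scaling to a common sum gave 18 and 8, and quantile normalization gave 22 and 17. FPKM of at least 1 in at least 3 samples gave 26 and 18, an ordinary linear model 6 and 0, that model with the library-size covariate 0 and 0, and the replicate number as a block 3 and 1.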

The heatmap of circRNA differentially expressed genes revealed that the majority of them were shorter than 2000 nt. In total, the heatmap and scatter plot of the various circRNA expression patterns revealed 41 significant variations in circRNA. In the anaerobically treated HTR-8/Svneo cells, 31 genes were upregulated, and 10 genes were downregulated (Fig. 3).

**Fig. 1:**
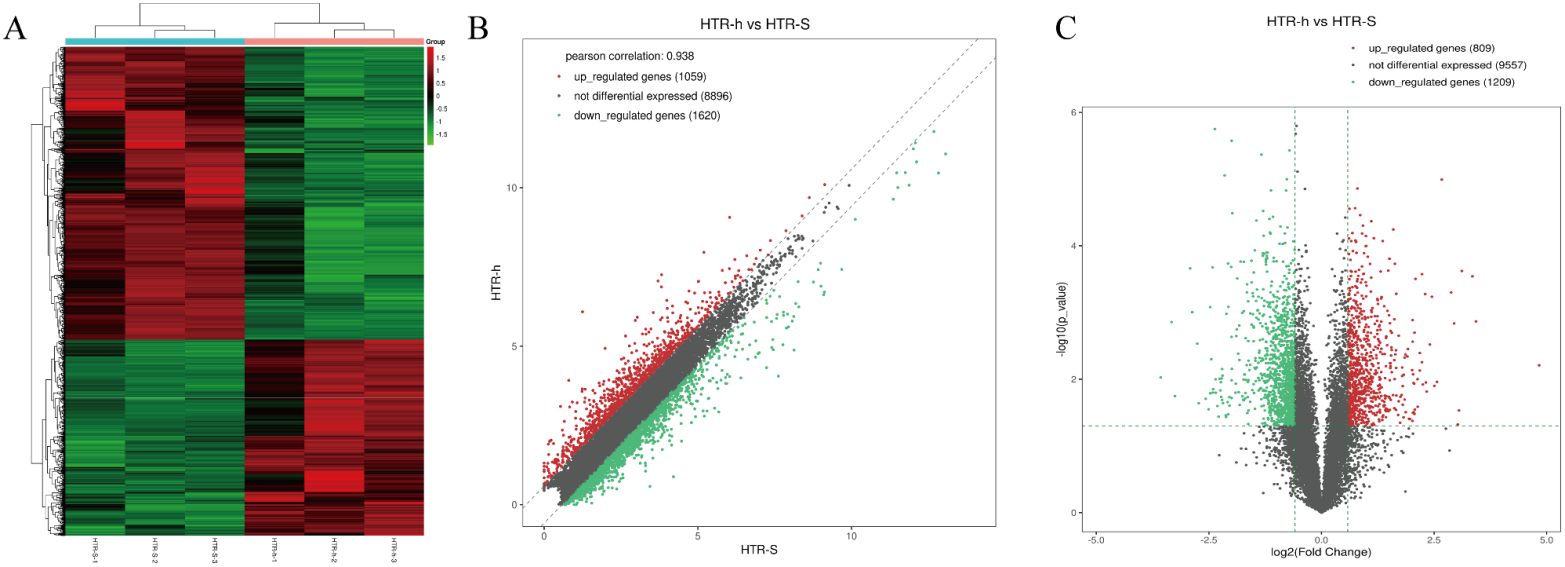
Identification of differentially expressed genes by RNA-seq analyses in HTR-8/SVneo cells. **A**. Clustered heatmap of the differentially expressed genes in three paired normoxic andhypoxic HTR-8/SVneo cells. Rows represent genes, while columns represent cell. **B**. The scatter plot shows the distributions of mRNAs in a more direct way. **C**. Volcano plot showing the significantly differentially expressed genes

**Fig. 2:**
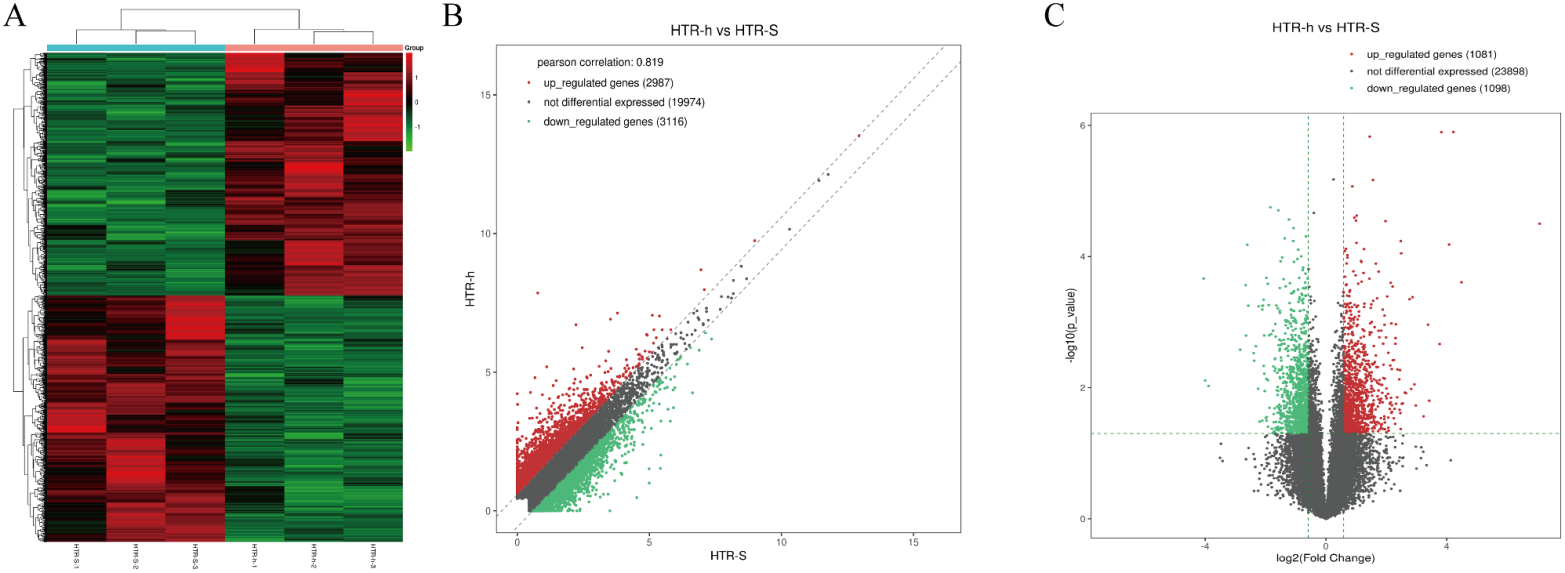
Identification of differentially expressed genes by RNA-seq analyses in HTR-8/SVneo cells. **A**. Clustered heatmap of the differentially expressed genes in three paired normoxic and hypoxic HTR-8/SVneo. Rows represent genes, while columns represent cell. **B**. The scatter plot shows the distributions of lncRNAs in a more direct way. **C**. Volcano plot showing the significantly differentially expressed genes

**Fig. 3:**
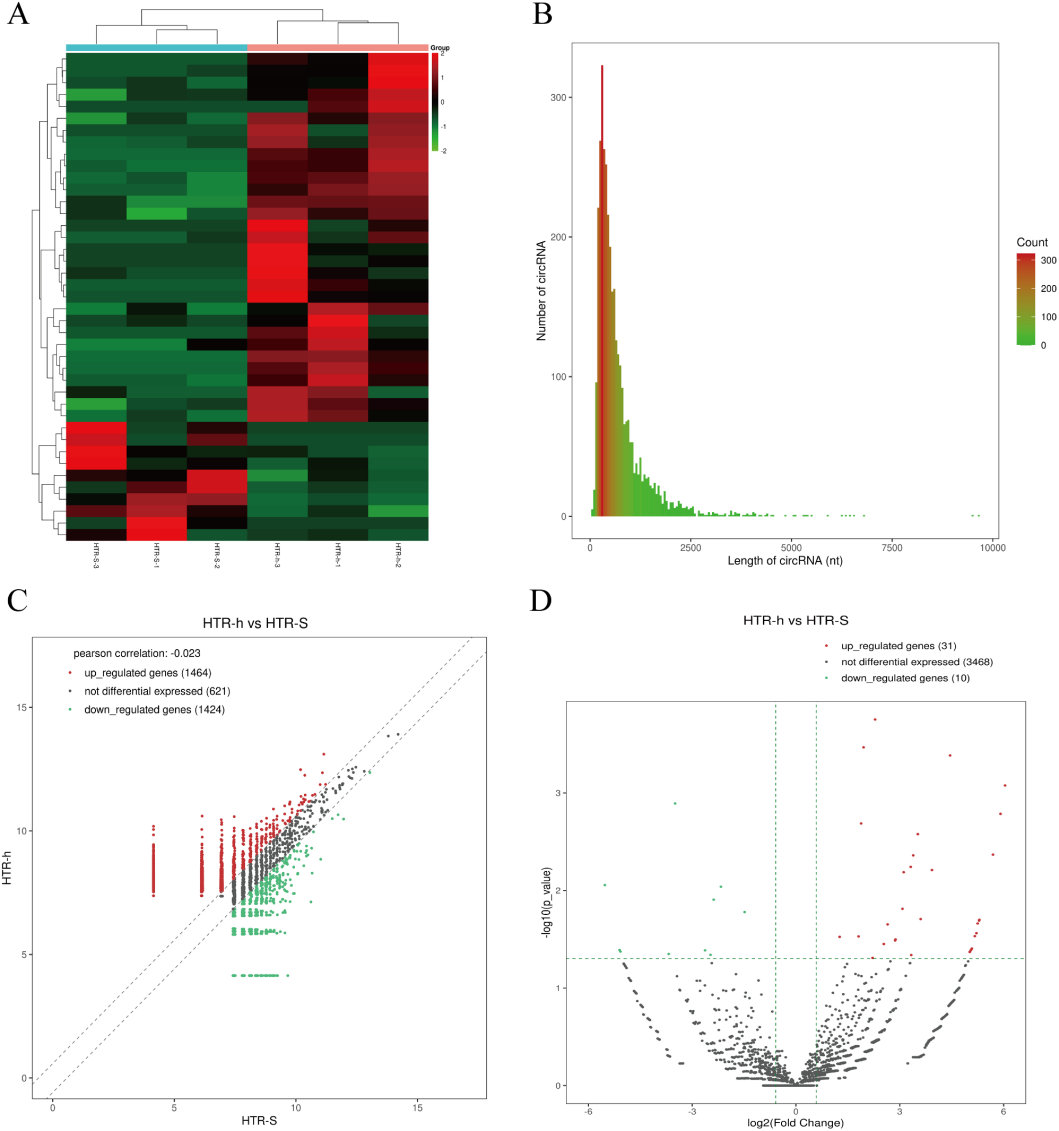
Identification of circular RNAs by RNA-seq analyses in HTR-8/SVneo cells. **A**. Clustered heatmap of the differentially expressed circRNAs in three paired normoxic and hypoxic HTR-8/SVneo cells. Rows represent circRNAs, while columns represent cell. **B**. The length distribution of exonic circRNAs. **C**. Scatter plot showing the distributions of circRNAs in a more direct way. **D**. Volcano plot showing the significantly differentially expressed circRNAs

### Functional analysis

Significant variations were found in the analysis of mRNA for GO and KEGG enrichment pathways. BP, CC, and MF were included in the GO analysis. The findings demonstrate that some mRNAs participate in crucial biological processes, such as controlling the cell cycle, mediating the HIF1a signal transduction pathway, and digesting proteins in the endoplasmic reticulum (Fig. 4). 

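Lists that follow pathways named by the paper were tested in the same samples in which it found those pathways. Their tests are therefore not independent evidence. Camera with an estimated correlation also uses only the few degrees of freedom of the samples. Its adjusted p can thus be high even where the correlation between genes is small. Of 39 genes of G2/M and mitosis, 24 were lower in hypoxia and none was higher at an adjusted p under 0.05 from limma (25 lower and 1 higher when adjusted over the list alone; camera adjusted p = 1.12e-08, adjusted p = 0.246 with an estimated correlation). CCNB1, the cyclin that starts mitosis, fell from 76.5 ± 1.99 FPKM (SD, n = 3) to 26.8 ± 3.54 FPKM (SD, n = 3), a log2 fold change of -1.49 (standard error 0.14, adjusted p = 0.00185). PLK1, a mitotic kinase, had a log2 fold change of -1.37 (standard error 0.19, adjusted p = 0.00787). Of 41 genes of the G1/S transition and DNA replication, 9 were lower and 2 higher (13 and 2 when adjusted over the list alone; camera adjusted p = 0.0113, adjusted p = 0.461 with an estimated correlation and 0.341 with the most abundant transcript of each gene). RRM2, a subunit of ribonucleotide reductase, had a log2 fold change of -1.17 (standard error 0.16, adjusted p = 0.00722). The 2 higher members were CCNE2 and CDC25A, which both promote entry into S phase, at log2 fold changes of 0.77 and 1.16. Of 55 replication-dependent histone genes, which are transcribed in S phase, 51 were lower and none was higher (52 lower when adjusted over the list alone; median log2 fold change -1.99, camera adjusted p = 3.50e-21, adjusted p = 0.461 with an estimated correlation). HIST1H3J had 94.8 ± 8.12 FPKM in normoxia and 13.7 ± 8.35 FPKM in hypoxia. Across the 51 lower histone genes, hypoxic sample 1 lay at a median place of 0.631 between the normoxic mean (0) and the mean of hypoxic samples 2 and 3 (1). Histone genes are near-identical copies, so their reads may be divided among them in an uncertain way.

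In the list of cyclin-dependent kinase inhibitors and p53 targets, 6 of 29 genes were higher and 1 was lower (8 and 1 when adjusted over the list alone; camera adjusted p = 0.00271, adjusted p = 0.370 with an estimated correlation). CDKN1A, which encodes the inhibitor p21, had a log2 fold change of 1.46 (standard error 0.31, adjusted p = 0.0222). CDKN1B, which encodes p27, was the lower one (log2 fold change -1.29, standard error 0.17, adjusted p = 0.00781). Of 29 genes of endoplasmic reticulum chaperones and the unfolded protein response, 9 were higher and 2 lower (15 and 2 when adjusted over the list alone; camera adjusted p = 1.98e-05, adjusted p = 0.208 with an estimated correlation). XBP1, a transcription factor of that response, rose from 12.6 ± 3.23 to 63.6 ± 18.3 FPKM (log2 fold change 2.23, adjusted p = 0.00487), and ERN1, the sensor that splices XBP1 mRNA, had a log2 fold change of 1.16 (adjusted p = 0.0249). The lower ones were SDF2L1, a chaperone cofactor, and CREB3L2, a transcription factor. When normoxic sample 2 or 3 or hypoxic sample 2 or 3 was left out, the count of lower genes was 7 to 10 of G2/M and mitosis, 1 of G1/S (15 without hypoxic sample 1) and 9 to 14 of the histones, and that of higher genes was 0 or 1 of the p53 list and 1 or 2 of the endoplasmic reticulum list. CDKN1A, ERN1, CCNE2, CDC25A, CREB3L2 and SDF2L1 lost their calls when any 1 of these 4 samples was left out, and SDF2L1 also without normoxic sample 1.

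**Figure D1:**
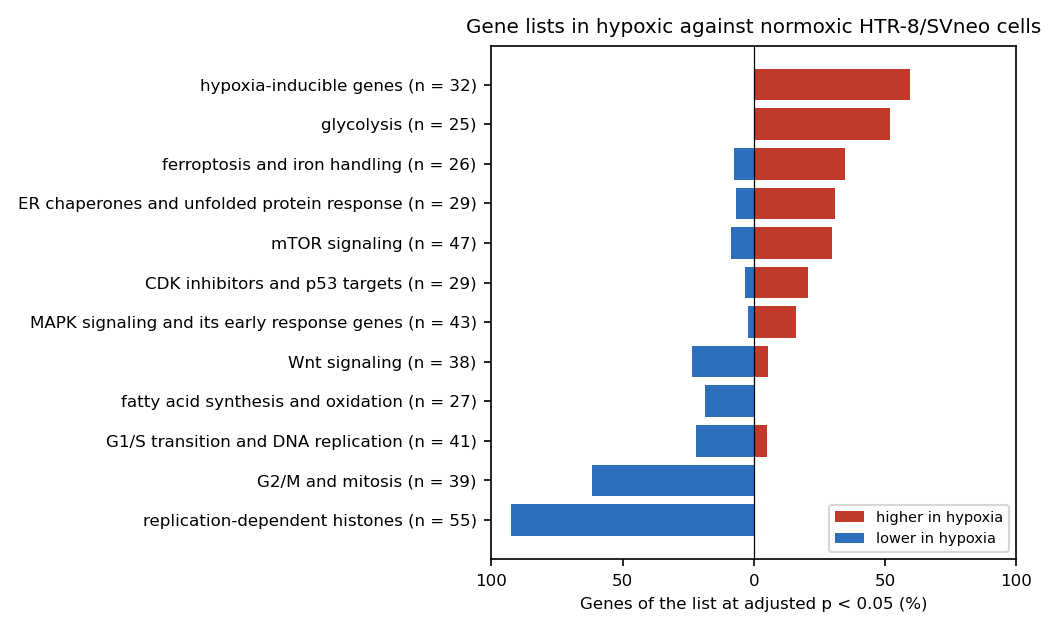
Share of the measured genes of 12 lists that were higher (red, to the right) or lower (blue, to the left) in hypoxia at an adjusted p under 0.05 from limma, in percent of the list's measured genes (n beside each name). Histone and mitotic genes lie to the left (51 of 55 and 24 of 39 lower), and hypoxia-inducible and glycolytic genes to the right (19 of 32 and 13 of 25 higher).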

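Most of the hypoxia-inducible genes tested were higher in hypoxia in the main comparison. Of 32 hypoxia-inducible genes, 19 were higher in hypoxia and none was lower at an adjusted p under 0.05 from limma (25 higher and 1 lower when adjusted over the list alone; median log2 fold change 1.25, camera adjusted p = 1.28e-15, adjusted p = 0.208 with an estimated correlation). PLOD2, which modifies collagen lysines, rose from 64.8 ± 4.97 FPKM (SD, n = 3) to 297 ± 71.6 FPKM (SD, n = 3), a log2 fold change of 2.15 (standard error 0.19, adjusted p = 0.00143). CA9, a carbonic anhydrase, did not pass the test (log2 fold change 1.30, standard error 0.52, adjusted p = 0.115). Of 25 genes of glycolysis, 13 were higher and none was lower (14 higher when adjusted over the list alone; median 0.65, camera adjusted p = 1.66e-09, adjusted p = 0.295 with an estimated correlation). HK2, a hexokinase, had a log2 fold change of 2.47 (standard error 0.21, adjusted p = 0.00135). SLC2A1, a glucose transporter, had one of 1.88 (standard error 0.22, adjusted p = 0.00519), and LDHA, which makes lactate, one of 0.90 (standard error 0.11, adjusted p = 0.00547). PGK1 had a log2 fold change of 1.25 (adjusted p = 0.0169). Among 14 components of the HIF pathway itself, SIAH2, a ubiquitin ligase, was higher (log2 fold change 0.94, adjusted p = 0.0199) and HIF1A, the oxygen-regulated subunit, was lower. The list's median was 0.01, its mean -0.06 and its test went up without passing (camera adjusted p = 0.432).

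In the mTOR list, 14 of 47 genes were higher and 4 lower (15 and 6 when adjusted over the list alone; median 0.07, mean 0.33, camera adjusted p = 0.00756, adjusted p = 0.246 with an estimated correlation). Its members include both inhibitors and amino acid carriers. DDIT4, which inhibits mTOR complex signaling, had a log2 fold change of 2.52 (standard error 0.42, adjusted p = 0.0129), and SLC3A2, the heavy chain of amino acid transporters, 2.33 (standard error 0.30, adjusted p = 0.00669). TSC2, another inhibitor, was lower (log2 fold change -0.86, adjusted p = 0.0267). Of 38 Wnt genes, 9 were lower and 2 higher (11 and 2 when adjusted over the list alone), and the list did not pass its test (median -0.31, camera adjusted p = 0.160). TLE4, a corepressor of Wnt target genes, fell from 133 ± 5.47 to 26.0 ± 4.44 FPKM (log2 fold change -2.33, standard error 0.15, adjusted p = 0.000732). TLE3, its paralog, was higher (log2 fold change 1.45, standard error 0.21, adjusted p = 0.00924), and MYC, a target of the pathway, was lower (log2 fold change -2.25, standard error 0.30, adjusted p = 0.00703). Without normoxic sample 2, normoxic sample 3, hypoxic sample 2 or hypoxic sample 3, the higher genes numbered 10 to 15 of the hypoxia-inducible, 4 to 7 of the glycolytic and 4 or 5 of the mTOR genes, and 2 or 3 Wnt genes were lower. Without normoxic sample 1, 9 mTOR genes were higher and 5 Wnt genes lower. PGK1 and DDIT4 lost their calls without hypoxic sample 2 or 3, and SIAH2 and TSC2 when any 1 of these 4 samples was left out.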

A KEGG enrichment analysis revealed that mRNAs with significant variations were crucial in controlling the cell cycle and influencing the signaling pathways for HIF1a, mTOR, WNT, and other signaling molecules.

**Fig. 4:**
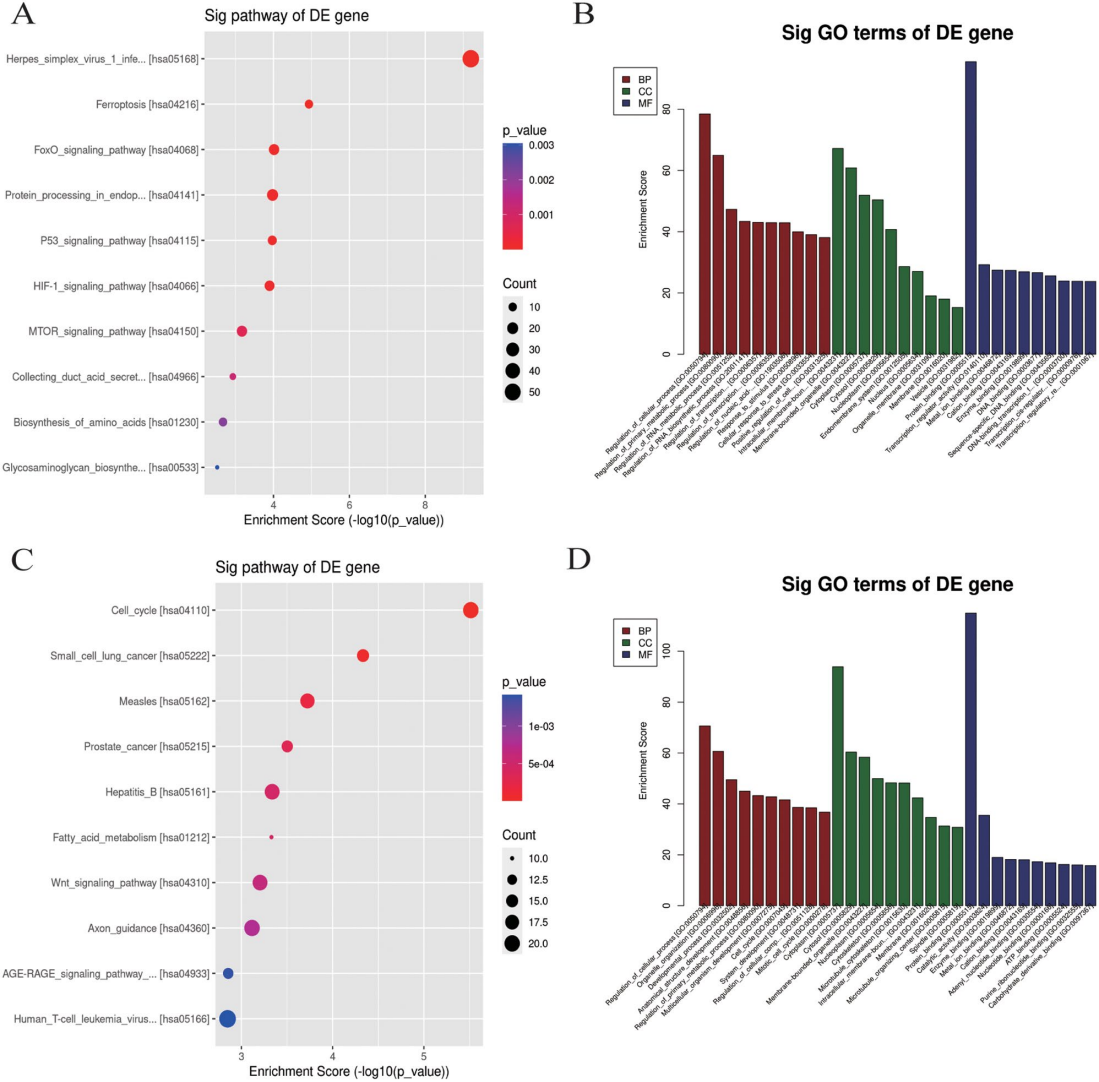
GO and KEGG analysis of DEmRNA host genes. **A**. KEGG enrichment analysis for host genes of these upregulated mRNAs. **B**. GO annotation for host genes of these upregulated mRNAs under the theme of BP, CC and MF. **C**. KEGG enrichment analysis for host genes of these downregulated mRNAs. **D**. GO annotation for host genes of these downregulated mRNAs under the The BP, CC and MF categories

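Among 26 genes of ferroptosis, an iron-dependent form of cell death, and of iron handling, 9 were higher and 2 lower in hypoxia at an adjusted p under 0.05 from limma (10 and 2 when adjusted over the list alone; median log2 fold change 0.41, camera adjusted p = 0.00193, adjusted p = 0.265 with an estimated correlation). SAT1, which acetylates polyamines, rose from 5.32 ± 1.40 FPKM (SD, n = 3) to 30.5 ± 12.9 FPKM (SD, n = 3), a log2 fold change of 2.24 (standard error 0.35, adjusted p = 0.0101). The other higher members were SLC3A2, GCLM, HMOX1, SLC39A14, MAP1LC3B, VDAC2 and the ferritin chains FTH1 and FTL, which store iron. The lower ones were PCBP1, a carrier of iron to ferritin (log2 fold change -0.45, adjusted p = 0.0434), and ATG7, an enzyme of autophagy (log2 fold change -0.70, adjusted p = 0.0322). Of 447 zinc finger genes named ZNF, 51 were higher and 20 lower (47 and 18 when adjusted over the list alone; median 0.07, camera adjusted p = 0.00586, adjusted p = 0.461 with an estimated correlation). ZNF654 had a log2 fold change of 1.59 (standard error 0.23, adjusted p = 0.00924) and ZNF302 one of -1.70 (standard error 0.18, adjusted p = 0.00313). When normoxic sample 2 or 3 or hypoxic sample 2 or 3 was left out, 2 or 3 ferroptosis genes were higher, and 5 to 13 ZNF genes were higher and 2 to 6 lower. Without hypoxic sample 1, 47 ZNF genes were lower. SAT1 lost its call without hypoxic sample 2 or 3, and PCBP1 and ATG7 lost theirs when any 1 sample other than hypoxic sample 1 was left out.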

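Of 27 genes of fatty acid synthesis and oxidation, 5 were lower in hypoxia and none was higher at an adjusted p under 0.05 from limma (5 lower and 1 higher when adjusted over the list alone). ELOVL6, which elongates fatty acids, fell from 17.9 ± 1.01 FPKM (SD, n = 3) to 5.48 ± 0.604 FPKM (SD, n = 3), a log2 fold change of -1.54 (standard error 0.17, adjusted p = 0.00377). FASN, fatty acid synthase, had a log2 fold change of -1.27 (standard error 0.25, adjusted p = 0.0181), and CPT1A, which carries fatty acids into mitochondria for oxidation, one of -1.07 (standard error 0.20, adjusted p = 0.0170). ACACA and FADS1 were the other lower members. The list did not pass its test (median -0.14, camera adjusted p = 0.149), except without normoxic sample 1 (median -0.31, adjusted p = 0.0267). Without normoxic sample 2, normoxic sample 3, hypoxic sample 2 or hypoxic sample 3, 1 or 2 of its genes were lower. CPT1A lost its call when any 1 of these 4 samples was left out and FASN without 3 of them (normoxic samples 2 and 3 and hypoxic sample 3).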

### Construction of the ceRNA network

At present, the function of lncRNAs and circRNAs is not clear, and the prediction of their function mainly depends on mRNA. We queried miRNAs abnormally expressed in the placentas of PE and IUGR through the database. The target DEcircRNAs, DElncRNAs and DEmRNAs were predicted by miRNA. A circRNA-mRNA map and lncRNA-mRNA map were constructed, and a coexpression network map was further constructed.

As a sponge of miRNA, circRNA can regulate the function of miRNA, predict the target miRNA genes of circRNA with significant differences, and use these target genes for GO enrichment analysis, from BP, CC, MF three parts (Fig. 5). GO enrichment analysis of BP showed that these target genes are associated with MAPK, apelin, and oxytocin transduction. The GO analysis of CC showed that the genes were mainly located in the cell membrane and cytoplasm. Similarly, the KEGG pathway dot plot reveals the intermolecular interactions of gene-related pathways. The method with the highest enrichment fraction is shown.

**Fig. 5:**
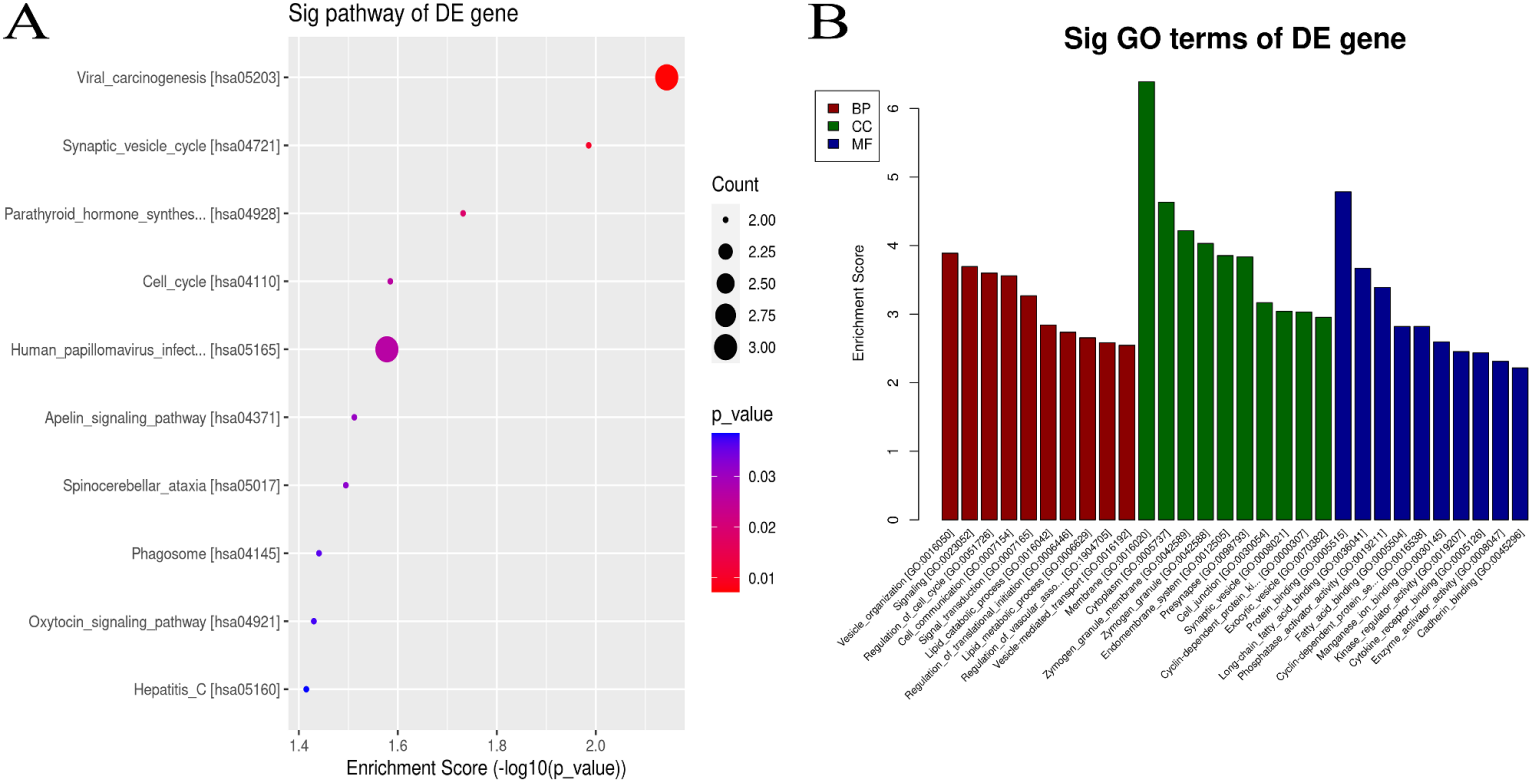
GO and KEGG analysis of DEcircRNA host genes. **A**. KEGG enrichment analysis for host genes of these DEcircRNAs. **B**. GO annotation for host genes of these DEcircRNAs under the theme of BP, CC and MF

Similarly, lncRNAs were analyzed, and GSEA showed biological function in anoxic HTR-8/SVneo cells (Fig. 6). 

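Of the 20 lncRNA transcripts printed in Fig. 6, all lay in hypoxia on the side that the figure gives, with no overlap between the 3 hypoxic and the 3 normoxic samples, and 7 of its 10 higher and 4 of its 10 lower transcripts were at an adjusted p under 0.05 from limma. Over all lncRNA transcripts, only 3 were higher and 1 lower at that threshold with the replicate number as a block. An ordinary linear model gave 6 and 0, so none of the 4 lower calls and not all of the 7 higher ones held there. With the library-size covariate that model gave 0 and 0, so none of these calls held. Nor can all of them hold with the replicate block. These transcripts were picked by the authors from these samples, so their directions are not independent evidence. The NDRG1 transcript ENST00000521026, a retained intron of the hypoxia-inducible gene NDRG1 on chromosome 8 of GRCh37 from 134249419 to 134256746, rose from 0.803 ± 0.668 FPKM (SD, n = 3) to 231 ± 14.9 FPKM (SD, n = 3), a log2 fold change of 7.08 (standard error 0.34, adjusted p = 0.000720). The summed protein-coding transcripts of NDRG1 had a log2 fold change of 2.60 (standard error 0.19, adjusted p = 0.00261). The FLNA transcript ENST00000490936, a retained intron of the filamin A gene, had a log2 fold change of 4.49 (standard error 0.35, adjusted p = 0.00653), and the PFDN2 transcript ENST00000468311, a processed transcript of a prefoldin subunit gene, one of 4.08 (standard error 0.30, adjusted p = 0.00445). The PPIA transcript ENST00000480603, from the gene of the chaperone cyclophilin A, was listed at 0 in the 3 normoxic samples and at 15.8, 19.9 and 17.6 FPKM in the hypoxic ones. The EXO1 transcript ENST00000469419, from an exonuclease gene, was listed at 0 in 2 normoxic samples, had 1.83 FPKM in the other and 14.6 to 23.6 FPKM in hypoxia (adjusted p = 0.0432). Of the lower transcripts, the RNF10 transcript ENST00000535395, a retained intron of a ubiquitin ligase gene, had a log2 fold change of -2.57 (standard error 0.30, adjusted p = 0.0422). The 9 transcripts that did not pass had an adjusted p of 0.0556 to 0.172. Among them, the RPS24 transcript ENST00000485708, from a ribosomal protein gene, was at 1.15 ± 0.921 FPKM in hypoxia and 39.5 ± 33.5 FPKM in normoxia (adjusted p = 0.0835). The calls of the NDRG1 transcript, the PPIA transcript and the PFDN2 transcript held when any 1 sample was left out, that of the FLNA transcript was lost without normoxic sample 3, that of the RNF10 transcript when any 1 of the 6 samples was left out and that of the EXO1 transcript when any 1 sample other than normoxic sample 2 was left out. The summed protein-coding transcripts of PPIA and FLNA had log2 fold changes of -0.76 (limma adjusted p = 0.0188) and -0.47 (adjusted p = 0.0995). Those of PFDN2, EXO1 and RNF10 had 0.23, 0.13 and 0.14 and did not pass. Overlapping transcripts of a gene share reads, so the division between coding and noncoding transcripts is an estimate.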

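Of 52 protein-coding genes of cilium assembly and the axoneme, 11 were lower in hypoxia and none was higher at an adjusted p under 0.05 from limma (18 lower when adjusted over the list alone; median log2 fold change -0.51, camera adjusted p = 0.000242, adjusted p = 0.461 with an estimated correlation). BBS9, a subunit of the complex that carries membrane proteins to the cilium, fell from 5.16 ± 0.753 FPKM (SD, n = 3) to 1.36 ± 0.224 FPKM (SD, n = 3), a log2 fold change of -1.38 (standard error 0.21, adjusted p = 0.00942). IFT88, a part of the intraflagellar transport complex, had a log2 fold change of -1.10 (standard error 0.24, adjusted p = 0.0227). Of 34 protocadherins, 5 were lower and none was higher (10 lower when adjusted over the list alone; median -0.63, camera adjusted p = 5.51e-05, adjusted p = 0.461 with an estimated correlation), and PCDHB5 had a log2 fold change of -1.01 (standard error 0.24, adjusted p = 0.0285). The protocadherin genes share exons and similar copies, so their values are uncertain. Of 136 lncRNA transcripts that belong to the cilium genes, 2 were higher and 3 lower at a fold change of at least 2 and an unadjusted p under 0.05 (3.7%, against 5.0% of all lncRNA transcripts; two-sided Fisher's exact test, adjusted p = 0.877 over 7 lists), and a single lncRNA transcript belonged to a protocadherin. When normoxic sample 2 or 3 or hypoxic sample 2 or 3 was left out, at most 1 cilium gene and no protocadherin was lower. Without hypoxic sample 1, 20 cilium genes and 12 protocadherins were lower, and 11 protocadherins were lower without normoxic sample 1. IFT88 and PCDHB5 lost their calls when any 1 of these 4 samples was left out, and BBS9 without hypoxic sample 3.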

The richest GO terms in the three categories were GO:0007156, GO:0035082, GO:0044782, and GO:0060271, which are associated with cell migration and invasion.

**Fig. 6:**
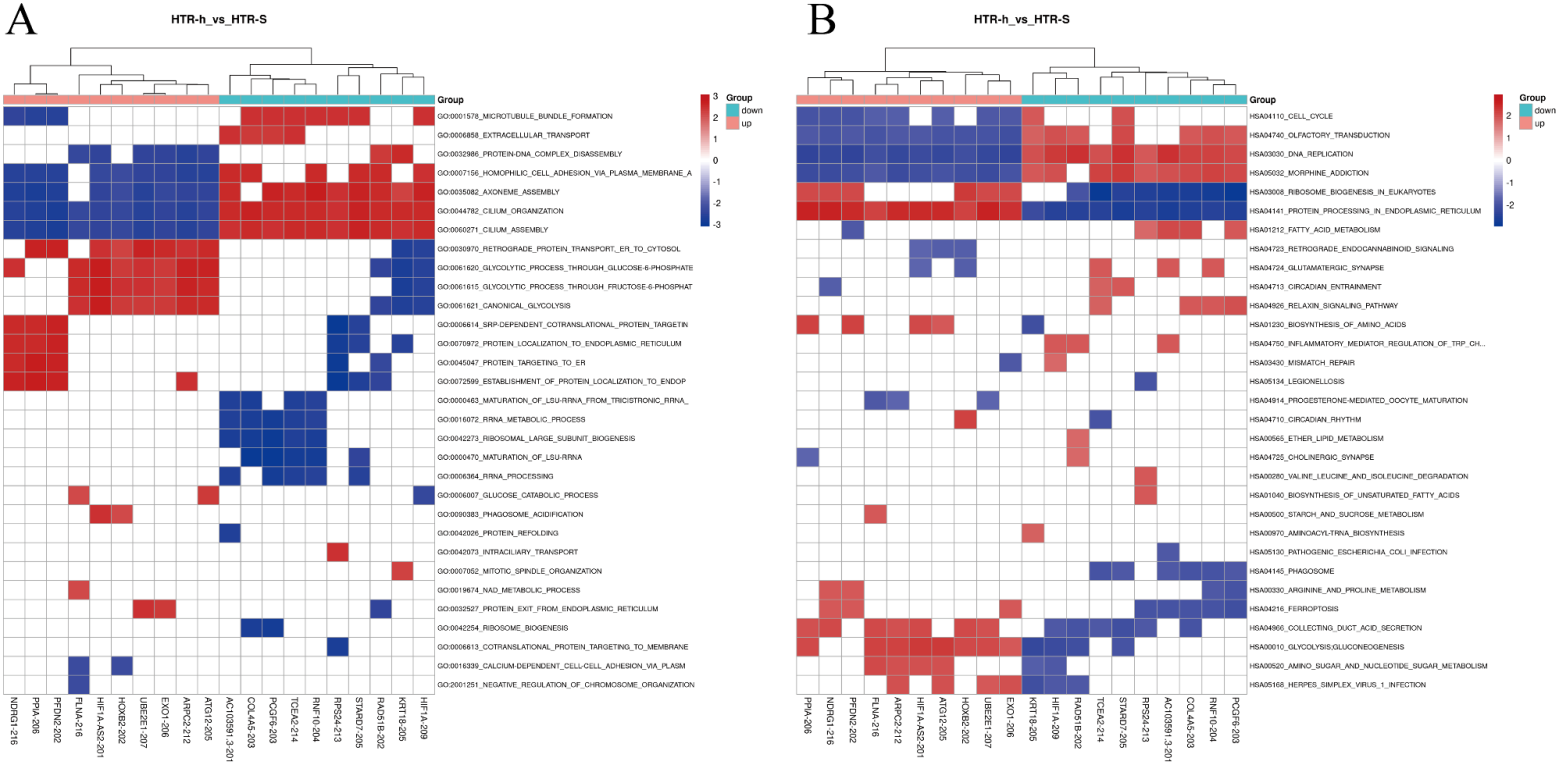
GO and KEGG analysis of DElncRNA host genes. **A**. GO annotation for host genes of these DElncRNAs under the theme of BP. **B**. KEGG enrichment analysis for host genes of these DElncRNAs.

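Of 123 lncRNA transcripts that belong to 35 genes of the G1/S transition and DNA replication, none was higher and 7 were lower at a fold change of at least 2 and an unadjusted p under 0.05. Of 96 transcripts of 32 genes of G2/M and mitosis, 1 was higher and 5 were lower. Genes of endoplasmic reticulum chaperones and the unfolded protein response, which fold new proteins, had 67 lncRNA transcripts, of which 5 were higher and 1 was lower. Of 212 lncRNA transcripts of cytosolic ribosomal protein genes, 4 were higher and 5 lower, and of 114 of ribosome biogenesis genes, 4 were higher and none was lower. These shares were 5.7%, 6.2%, 9.0%, 4.2% and 3.5%, against 5.0% of all 26077 lncRNA transcripts, and none passed a test against the other lncRNA transcripts (two-sided Fisher's exact test over transcripts, which are not independent replicates, adjusted p = 0.877 for each). The paper's own gene set enrichment was not run again.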

KEGG was mainly associated with cell cycle regulation, protein formation and processing, and cell proliferation.

## Discussion

miRNAs are thought to be a major factor in sickness caused by hypoxia, according to earlier research [23–25]. . Major hypoxia-induced miRNAs such as miR-210 and let-7 control angiogenesis, cell proliferation, the DNA damage response, and mitochondrial metabolism. Inhibiting cell proliferation, invasion, and angiogenesis, studies have shown that miR-210 is downregulated in preeclampsia and fetal placenta with intrauterine growth restriction [26–28]. Preeclampsia and intrauterine growth restriction are two maternal disorders caused by placental hypoxic stress, and the dysregulation of circRNAs plays a significant role in their pathogenesis. Recent research has revealed that dysregulated lncRNAs can be used as predictors and can play a significant role in maternal and baby disorders caused by hypoxia. The coexpression of lncRNAs and circRNAs as well as the ceRNA network are not fully understood, although there have been numerous pertinent studies [29–31].

To build the ceRNA network in this study, RNAseq was utilized to assess the expression profiles of lncRNAs, circRNAs, and miRNAs in human chorionic trophoblast cells under normal oxygen and hypoxic circumstances. A total of 2179 lncRNAs, 2263 mRNAs, and 41 circRNAs were differentially expressed between the study groups, according to RNA-seq analyses. According to KEGG pathway analysis, most genes were connected to the MAPK, mTOR, and HIF-1a signaling pathways, among others. These genes might be crucial for cell growth, invasion, and cycle processes.

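Of 43 genes of MAPK signaling and its early response genes, 7 were higher in hypoxia and 1 was lower at an adjusted p under 0.05 from limma (10 and 3 when adjusted over the list alone; median log2 fold change 0.08, camera adjusted p = 0.0172, adjusted p = 0.391 with an estimated correlation). DUSP1, a phosphatase of p38 and JNK, rose from 15.8 ± 6.67 FPKM (SD, n = 3) to 73.5 ± 16.9 FPKM (SD, n = 3), a log2 fold change of 2.18 (standard error 0.28, adjusted p = 0.00697). DUSP5, a phosphatase of ERK, had a log2 fold change of 1.85 (standard error 0.45, adjusted p = 0.0314) and DUSP3 one of 1.56 (standard error 0.34, adjusted p = 0.0229). The other higher members were DUSP6, the kinase gene MAP2K1, IER2 and SRF, and the lower one was MYC, which the Wnt list holds too. The list no longer passed its test without hypoxic sample 2 (median 0.15, adjusted p = 0.0523). Without normoxic sample 2, normoxic sample 3, hypoxic sample 2 or hypoxic sample 3, 1 or 2 of its genes were higher. DUSP5 lost its call when any 1 of these 4 samples was left out and DUSP3 without 3 of them (normoxic sample 2 and hypoxic samples 2 and 3). From the KEGG terms of the changed genes, the paper proposes that they take part in cell growth, invasion and the cell cycle.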

The results of this study also showed that the expression levels of HOMX1 SLC7A5, HIF1a-AS2, SERPINE1 and ANGPTL4 were decreased in hypoxic cells, while the expression levels of AC103591.3, HIST1H2BM, HIST1H2BB, HIST1H1D and HIF1a were increased in hypoxic cells. These RNAs belong to the HIF1a signaling network. 

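HMOX1, which breaks down heme, had 123 ± 89.2 FPKM (SD, n = 3) in the hypoxic samples and 2.38 ± 0.471 FPKM (SD, n = 3) in the normoxic ones, a log2 fold change of 4.77 (standard error 0.65, adjusted p = 0.00781 from limma). It lies on chromosome 22 of GRCh37 from 35776828 to 35790207. SLC7A5, a transporter of large neutral amino acids, had 171 ± 72.9 and 14.2 ± 2.68 FPKM (log2 fold change 3.41, standard error 0.32, adjusted p = 0.00202). SERPINE1, an inhibitor of plasminogen activators, had 133 ± 18.3 and 12.5 ± 4.41 FPKM (log2 fold change 3.35, standard error 0.23, adjusted p = 0.000793). HIF1A had 38.5 ± 6.80 FPKM in hypoxia and 268 ± 62.4 FPKM in normoxia, a log2 fold change of -2.76 (standard error 0.19, adjusted p = 0.000793). The core histone genes HIST1H2BM and HIST1H2BB had log2 fold changes of -3.57 (standard error 0.54, adjusted p = 0.00985) and -3.33 (standard error 0.34, adjusted p = 0.00279), and HIST1H1D, which encodes a linker histone, -3.25 (standard error 0.60, adjusted p = 0.0159). HIST1H2BM was at 46.2, 10.1 and 7.70 FPKM in hypoxic samples 1 to 3 and at 196 ± 8.11 FPKM in normoxia. AC103591.3 (transcript ENST00000608684), an antisense RNA of unknown function on chromosome 1 from 78470030 to 78470238, was at 2.86 ± 3.47 FPKM in hypoxia and 42.9 ± 12.5 FPKM in normoxia and did not pass the test among lncRNA transcripts (log2 fold change -3.89, standard error 0.63, adjusted p = 0.0954). As a gene among all 14102 genes it did (adjusted p = 0.0109). In each of these genes all hypoxic samples lay on the same side of all normoxic samples (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). The call of HIST1H1D was lost without normoxic sample 2 or 3 or hypoxic sample 2 or 3 (adjusted p up to 0.0635). The reads of histone genes may be divided among near-identical copies, and HIF1A overlaps an antisense gene.

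**Figure D2:**
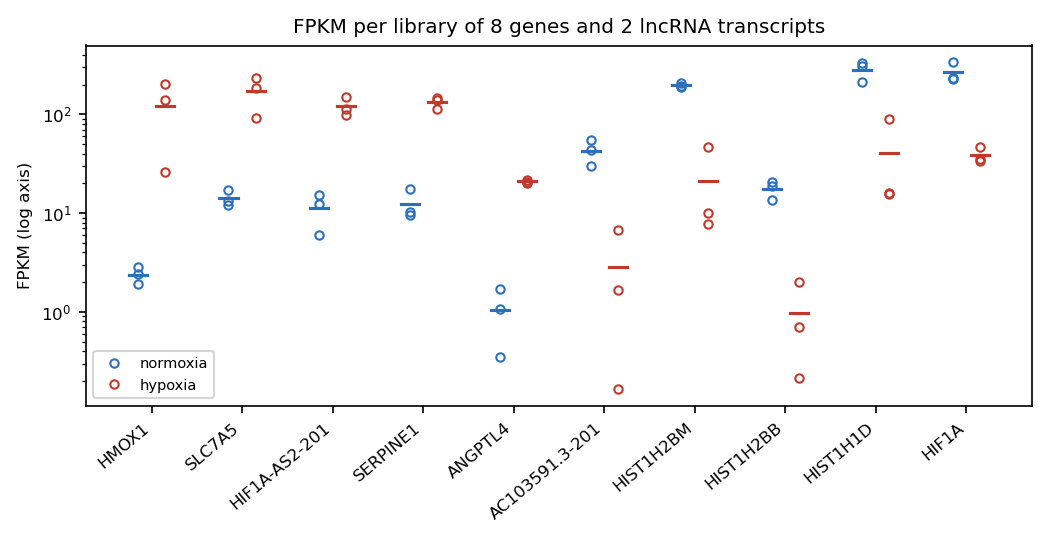
FPKM (log axis) of 8 genes and 2 lncRNA transcripts in each library, with normoxic samples in blue and hypoxic samples in red (n = 3 each); bars mark the means. HMOX1, SLC7A5, HIF1A-AS2, SERPINE1 and ANGPTL4 are higher in all hypoxic samples, and AC103591.3, HIST1H2BM, HIST1H2BB, HIST1H1D and HIF1A are lower.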

Vascular tone is related to HOMX1, and vascular regeneration is regulated by SERPINE1 [32]. Through the mTOR signaling pathway, SLC7A5 controls the production of amino acids [33]. Previous research has shown that the lncRNA HIF1a-AS2 improperly controls and regulates the expression of ANGPTL4 in PE, mediating involvement in invasion, apoptosis, and proliferation [20]. The results of this investigation demonstrated that the expression of HIF1a-AS2 and ANGPTL4 in hypoxia-induced HTR-8/SVneo cells was consistent.

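ANGPTL4, a secreted inhibitor of lipoprotein lipase with a role in vessel growth, was at 20.9 ± 0.907 FPKM (SD, n = 3) in hypoxia and 1.03 ± 0.668 FPKM (SD, n = 3) in normoxia, a log2 fold change of 3.49 (standard error 0.27, adjusted p = 0.00107 from limma). The gene lies on chromosome 19 of GRCh37 from 8429035 to 8439257. Of its isoforms in the table, the ANGPTL4 transcript ENST00000393962 was listed at 0 in all normoxic samples and at 13.6, 14.4 and 16 FPKM in the hypoxic ones, and the ANGPTL4 transcript ENST00000301455 was at 3.30 ± 0.338 FPKM in hypoxia and 1.03 ± 0.668 FPKM in normoxia (log2 fold change 1.13, adjusted p = 0.215, not past the threshold). The transcript ENST00000554254, which carries the name HIF1A-AS2 in the authors' table, was, in the same samples, at 149, 99.5 and 114 FPKM in hypoxic samples 1 to 3 against 6.05, 15.3 and 12.4 FPKM in normoxic samples 1 to 3. The groups did not overlap in either gene, and with 6 samples in 2 separate groups no correlation across samples is given.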

We chose a number of miRNAs that were misexpressed in the placentas of PE and IUGR pregnancies, predicted their regulatory relationships with their target genes, and then screened them (Fig. 7). 

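The lncRNA transcripts that Fig. 7A names were matched by their Ensembl identifiers to noncoding transcripts of the genes UBE2E1, HOXB2 and STARD7 and to the antisense transcript of HIF1A. The UBE2E1 transcript ENST00000475680, from a gene of a ubiquitin-conjugating enzyme, covers chromosome 3 of GRCh37 from 23852286 to 23932580 in 5 exons. It was listed at 0 in normoxic samples 2 and 3, had 0.0288 FPKM in normoxic sample 1 and had 13.8, 11.8 and 14.4 FPKM in hypoxic samples 1 to 3 (adjusted p = 0.00174 from limma). The summed protein-coding transcripts of UBE2E1 had 29.5 ± 4.04 FPKM (SD, n = 3) in hypoxia and 43.7 ± 3.68 FPKM (SD, n = 3) in normoxia and did not pass the test (log2 fold change -0.56, adjusted p = 0.0522). The HOXB2 transcript ENST00000504772, on chromosome 17 from 46618256 to 46620508 in 2 exons, was at 17.6, 8.68 and 11.3 FPKM in hypoxia. It was listed at 0 in normoxic samples 2 and 3 and had 3.54 FPKM in normoxic sample 1 (adjusted p = 0.142, not past the threshold). The protein-coding transcript of HOXB2, a homeobox transcription factor, fell from 59.0 ± 4.36 to 6.46 ± 2.43 FPKM (log2 fold change -3.05, standard error 0.24, adjusted p = 0.00262). The STARD7 transcript ENST00000488084, a retained intron of a lipid transfer protein gene on chromosome 2 from 96860941 to 96873919, fell from 12.0 ± 2.12 to 1.12 ± 0.152 FPKM (log2 fold change -2.60, standard error 0.26, adjusted p = 0.0230). The protein-coding transcripts of STARD7 were at 78.2 ± 4.42 FPKM in hypoxia and 65.2 ± 8.01 FPKM in normoxia (log2 fold change 0.26, adjusted p = 0.212). The call of the UBE2E1 transcript held when any 1 sample was left out, and that of the STARD7 transcript was lost when any 1 sample other than normoxic sample 1 was left out (adjusted p up to 0.157). FPKM of overlapping transcripts of a gene share reads, so their division between a coding and a noncoding transcript is an estimate.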

The results showed 74 lncRNA-miRNA-mRNA interactions, of which 3 were upregulated, 1 was downregulated, 5 miRNAs, and 65 mRNAs. There were 82 circRNA-miRNA‒mRNA interactions; 8 miRNAs, 71 mRNAs, and 3 circRNAs were upregulated, and 1 was downregulated. Further screening of differentially expressed circRNAs, lncRNAs, and mRNAs controlled by the same miRNA was carried out in accordance with lncRNA-miRNA-mRNA and circRNA-miRNA-mRNA networks.

**Fig. 7:**
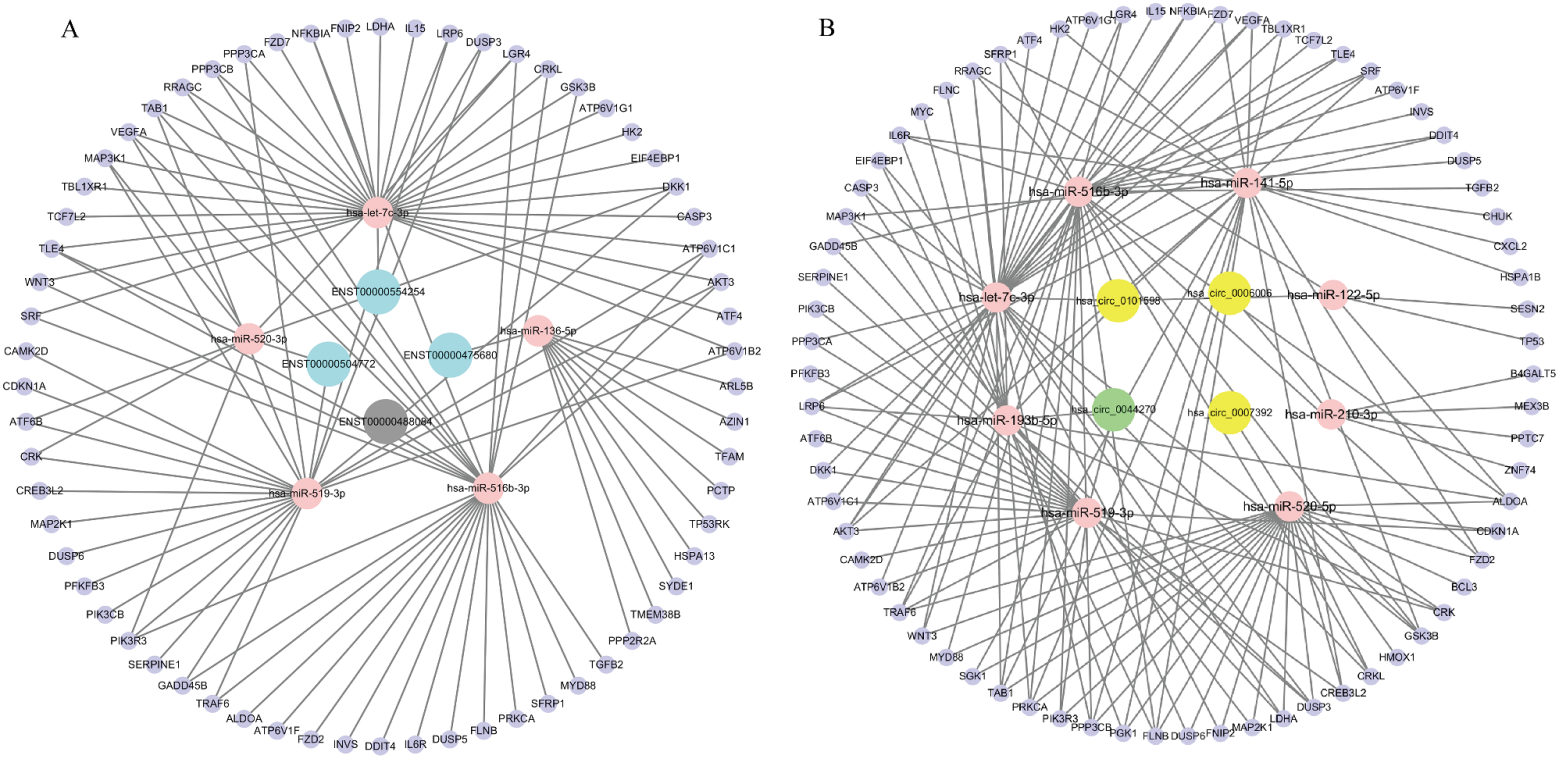
**A**. LncRNA-miRNA-mRNA network containing the high score interactions. The blue circles represent upregulated lncRNAs, the grey circles represent downregulated lncRNAs, and the pink circles represent miRNAs, and the purple circles represent mRNAs. **B**. CircRNA-miRNA- mRNA network containing the high score interactions. The yellow circle represents upregulated circRNAs, the green circles represent downregulated circRNAs, and the pink circles represent miRNAs, and the purple circles represent mRNAs

Recent research has demonstrated that lncRNAs can function as microRNA (miRNA) sponges to control posttranscriptional gene expression. For instance, in preeclampsia, the lncRNA DANCR can function as a competitive endogenous RNA to control trophoblast migration and invasion via miR-214-5p [34]. By targeting miR-330-5p in preeclampsia, lncRNA SNHG14 is involved in trophoblast proliferation, migration, invasion, and epithelial-mesenchymal transition [35]. As a rival RNA to miR-218-5p (ceRNA), lncRNA SNHG16 controls trophoblast invasion by specifically targeting LASP1 [36]. To better clarify the potential roles of lncRNAs in PE and IUGR, we created a lncRNA-miRNA-mRNA network.

Coexpressed lncRNA genes were investigated for functional pathway enrichment. We discovered that more targeted mRNAs were engaged in Mammalian target of rapamycin (mTOR), MAPK, TNF, WNT and other signaling pathways, controlling the cell cycle, proliferation, invasion, and apoptosis, which is consistent with the findings of the majority of research [37–39]. mTOR signaling pathway plays an important role in the placenta, participating in the invasion and migration of trophoblast cells, transport of nutrients and oxygen, and other important processes [40]. Wnt signaling pathway is involved in the pathophysiological process of severe PE by regulating the proliferation and invasion of trophoblast [41].These findings contribute to our understanding of the molecular processes by which these lncRNAs function.

According to reports, circRNAs play a role in the regulation of transcription and posttranscriptional gene expression [25]. They serve as miRNA sponges and are abundant in useful miRNA binding sites [42]. For instance, circ_0015382 controls the miR-149-5p/TFPI2 axis to control trophoblastic proliferation, migration, invasion, and epithelial-mesenchymal transformation (EMT) [43]. Through the upregulation of HOXD10 in trophoblast cells via miR-139-5p activity, circ_0077109 reduced the invasion and angiogenesis of trophoblast cells and increased apoptosis [44]. By controlling the miR-144/e-cadherin axis, circ_0085296 also prevents trophoblast cells from proliferating, invading, and migrating [45]. In this study, GO and KEGG analyses were used to examine defective circRNAs in anoxic culture HTR-8/SVneo cells. It was discovered that the pathways associated with cell proliferation, invasion, and the cell cycle, including the MAPK pathway associated with the cell cycle [46], the Toll-like pathway associated with the vesicle cycle [47], the PI3K-Akt signaling pathway associated with the apelin pathway [48, 49], the AMPK signaling pathway, and other pathways, may be crucial in the pathogenesis of diseases associated with hypoxia [50]. 

We further developed networks of coexpression between circRNAs and lncRNAs(Fig. 8). 

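The transcript ENST00000554254 was higher in hypoxia. The authors' table gives it to the gene HIF1A-AS2, and the GENCODE annotation used here (mapped to GRCh37) gives it to HIF1A-AS3. It had 121 ± 25.3 FPKM (SD, n = 3) in hypoxia and 11.2 ± 4.73 FPKM (SD, n = 3) in normoxia, a log2 fold change of 3.38 (standard error 0.37, adjusted p = 0.0291 from limma among lncRNA transcripts). Its call was lost when any 1 of the 6 samples was left out (adjusted p up to 0.157). It lies on the minus strand of chromosome 14 from 62182276 to 62217881 and has 3 exons of 271, 49 and 279 nt; the authors' table gives its end as 62217815. It overlaps HIF1A, which lies on the plus strand from 62162231 to 62214977 and encodes the oxygen-regulated subunit of hypoxia-inducible factor 1. The HIF1A transcript ENST00000556827, a retained intron of HIF1A from 62212323 to 62214190, fell from 8.76 ± 2.31 to 0.518 ± 0.146 FPKM (log2 fold change -2.66, standard error 0.28, adjusted p = 0.0261), and its call was likewise lost when any 1 of the 6 samples was left out. The libraries were strand-specific, and the sources used here do not say which strand the FPKM were computed on.

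**Figure D3:**
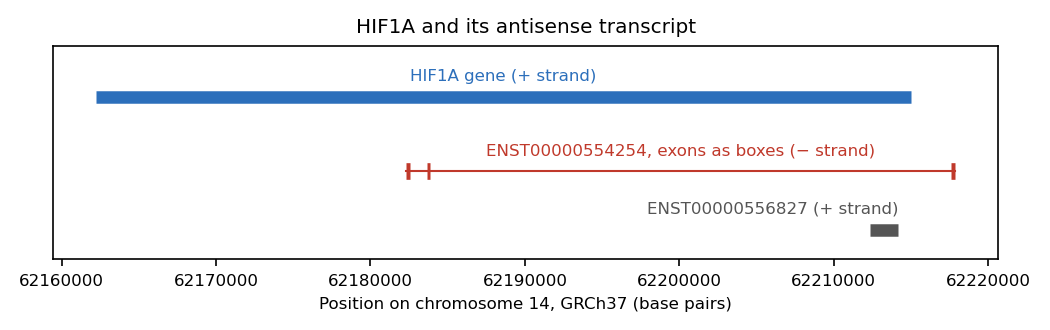
Map of the HIF1A gene (blue, plus strand), the 3 exons of the antisense transcript ENST00000554254 (red, minus strand) and the retained intron transcript of HIF1A (grey, plus strand) on chromosome 14 of GRCh37, by position in base pairs. The antisense transcript runs from 62182276 to 62217881, past the end of HIF1A at 62214977.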

The results found that HIF1a-AS3 was upregulated in hypoxia-induced trophoblasts. Recent studies have implicated HIF1a-AS3 in regulating the ovarian cancer progression by binding to YBX1 [51]. However, except for HIF1a-AS3, other noncoding RNA with abnormal expressions in ceRNA have not been studied, and its biological functional effects on cells and the role of target gene axis still need to be further verified. Although no separate studies of these differential non-coding RNA exist, they were discovered to jointly induce let-7c and miRNA-516b, which primarily targeted the regulation of proliferation, invasion, and EVT-related mRNA and were found to be abnormally expressed in the placenta and serum of preeclampsia and fetal intrauterine growth restriction. This finding was in line with pertinent studies. In addition, the target genes of pe and IUGR-associated miRNAs are enriched in several important biological processes, including placental development, embryonic accessory morphogenesis, cell growth degree regulation, and vascular development [52–55].

**Fig. 8:**
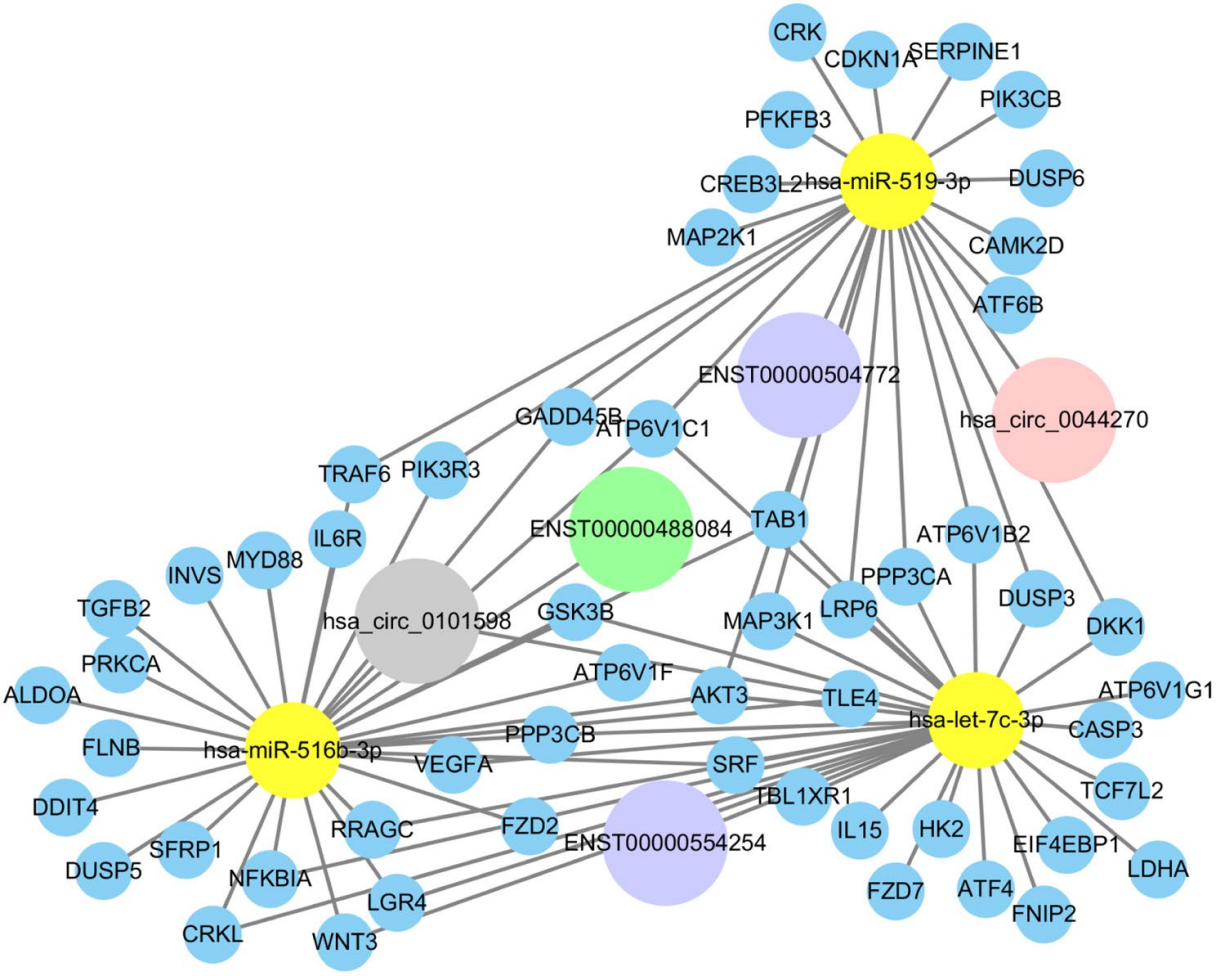
ceRNA network in hypoxic HTR-8/SVneo cells. The ceRNA network was based on lncRNA-miRNA, circRNA-miRNA and mRNA-miRNA interactions. In this network, lncRNA or circRNA expression is linked to mRNAs via miRNAs. The grey circle represents upregulated circRNAs, the dark pink circle represents downregulated circRNAs, the purple circle represents upregulated lncRNAs, the green circle represents downregulated lncRNAs, the yellow circles represent miRNAs, and the blue circles represent mRNAs

Since the invention of RNA-seq, it has become clear that noncoding RNAs are crucial to the onset and development of illnesses. Although we have constructed a ceRNA regulatory network, there are still some limitations. Firstly, we conducted RNA-level differential analysis on the cells, but this analysis cannot guarantee the inclusion of all genes. Secondly, the ceRNA network we constructed is relatively limited. Further improvement is needed for the complete construction of the ceRNA network. Thirdly, Further experiments are needed to verify the functional impact of gene expression alterations.The profiles of these dysregulated lncRNAs and circRNAs can assist in discovering potential clinical markers and contribute to the knowledge of the pathogenesis and development of PE and IUGR, even though the findings of this work still need further experimental validation.

## Data Availability

The datasets and materials can be found at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248957.

How the deposited data were processed for this re-analysis (not part of the article)

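RNA of HTR-8/SVneo cells kept for 24 h at 21% O2 (normoxia, 3 samples) or 1% O2 (hypoxia, 3 samples) was sequenced by the authors as strand-specific libraries. The deposited values are FPKM per transcript, which the authors computed with Ballgown after trimming with cutadapt and alignment to GRCh37 with HISAT2. The table holds 59109 transcripts of 14102 genes, and every transcript has a mean of at least 0.5 FPKM in normoxia or hypoxia. The numbers of reads are not given in the sources used here, so the depth per sample is unknown and no counting error or floor is given. A value of 0 is described as listed at 0.

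Gene FPKM were sums over the transcripts in the table, so transcripts below its limit are missing from them. Genes (11427 with a protein-coding transcript), 26077 lncRNA transcripts (every transcript class other than protein-coding) and 33032 protein-coding transcripts were compared between hypoxia and normoxia on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (empirical Bayes with an intensity trend, two-sided, no covariate). A feature needed at least 0.1 FPKM in at least 1 sample, which all features had. Adjusted p are by Benjamini-Hochberg within each of these comparisons, except that the lists of lncRNA genes, of small nucleolar RNA host genes and of the genes that the paper names were adjusted over all 14102 genes. Counts were also made at the thresholds of the paper's methods (fold change of at least 2 and unadjusted p under 0.05). The samples were not paired in the main comparison, since no source used here says what the replicate numbers share.

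The 35 gene lists were written before the data were examined, as were the main tests, most of the alternatives and the rule for naming genes. The paper and its figures had been seen by then. Lists of the cell cycle, HIF, mTOR, Wnt, MAPK, endoplasmic reticulum, cilium, fatty acids and ferroptosis follow pathways that the paper names from these same samples. Tests of these lists are therefore not independent evidence for those pathways. The lists cover glycolysis, hypoxia-inducible genes, HIF pathway components, the ATF4 and amino acid response, endoplasmic reticulum chaperones and the unfolded protein response, cytosolic heat shock proteins, G1/S, G2/M and mitosis, cyclin-dependent kinase inhibitors and p53 targets, replication-dependent histones, mTOR, Wnt and MAPK signaling, ferroptosis, cholesterol and fatty acid metabolism, nuclear-encoded and mitochondrially encoded oxidative phosphorylation, ribosomal proteins, ribosome biogenesis, ZNF genes, cilium, protocadherins, extravillous trophoblast invasion, trophoblast, stromal, endothelial and leukocyte markers, interferon and NF-kB responses, extracellular matrix, the circadian clock, lncRNA genes, small nucleolar RNA host genes and the genes that the paper names. Lists with at least 3 members measured were tested with camera (limma, preset inter-gene correlation of 0.01) and adjusted over the lists tested. Genes named were those the paper or its Fig. 6 and Fig. 7A names, the 12 largest increases and decreases among protein-coding genes and the 8 among lncRNA transcripts at an adjusted p under 0.05, and up to 3 members per list and direction. Gene functions given beside a name are general knowledge. RPS24 and its transcript, and the members of a list given without values, were named after their values were seen. The test of lncRNA transcripts by the list of their gene (Fisher's exact test) was added after the data were seen.

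Alternatives were pseudocounts of 0.1 and 0.5, no filter, FPKM of at least 1 in at least 3 samples, upper-quartile scaling, scaling to a common sum, quantile normalization, an ordinary linear model with or without Ballgown's library-size covariate, the replicate number as a block, leaving out each sample, the most abundant transcript or only the protein-coding transcripts of a gene, other thresholds, and camera with an estimated correlation or on ranks. The comparisons were tested on simulated data with 50 changed features at each fold. Of these, 19 genes were recovered at a fold of 2 and 46 at a fold of 4, with 5 false calls, and 0 and 22 lncRNA transcripts, with 3 false calls. The noise was drawn independently for each feature and sample, and only features with a mean log2(FPKM + 1) above 1 were changed. Effects that many genes of a sample share are missing from it, so these rates need not hold for the real samples. The circRNAs, the miRNA predictions and the networks were not analysed here, and the paper's enrichment analyses were not run again.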

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

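The tests on hypoxic sample 1, on the histones and of one scaling factor per library were chosen only after the result was seen, 1 of them (mixing) in place of an undecided first test and 1 (RNAs without a poly(A) tail) on a list shortened from 6 to 4 RNAs after their values were seen. The paper's text does not discuss the ATF4 response, heat shock proteins or mitochondrially encoded transcripts as groups, but it names SLC7A5, which the ATF4 list holds, and HIST1H2BM, HIST1H2BB and HIST1H1D, and Fig. 4 lists amino acid biosynthesis among its KEGG terms.

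Of 29 genes of the ATF4 and amino acid response, which is set off by a lack of amino acids or by stress of the endoplasmic reticulum, 20 were higher in hypoxia and none was lower at an adjusted p under 0.05 from limma (21 higher when adjusted over the list alone; median log2 fold change 1.46, camera adjusted p = 5.29e-16, adjusted p = 0.208 with an estimated correlation, the highest over the alternatives, and 2.71e-17 the lowest). ASNS, asparagine synthetase, rose from 15.9 ± 2.67 FPKM (SD, n = 3) to 106 ± 9.25 FPKM (SD, n = 3), a log2 fold change of 2.66 (adjusted p = 0.000463). Of 16 cytosolic heat shock proteins, 6 were higher and none was lower (9 when adjusted over the list alone; median 1.01, camera adjusted p = 3.60e-05, adjusted p = 0.461 with an estimated correlation, the highest over the alternatives, and 1.97e-09 the lowest), and hypoxic sample 1 stood near the normoxic samples in these 6 (median place 0.152, where 0 is the normoxic mean and 1 that of hypoxic samples 2 and 3). HSPA1A, an inducible chaperone, had a log2 fold change of 2.76 (adjusted p = 0.0384), lost when any 1 sample other than hypoxic sample 1 was left out. Without normoxic sample 2, normoxic sample 3, hypoxic sample 2 or hypoxic sample 3, 11 or 12 genes of the ATF4 list and none of the heat shock list were higher, and the heat shock count was 3 without normoxic sample 1 and 9 without hypoxic sample 1; with the most abundant transcript of each gene the counts were 8 and 0.

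Hypoxic sample 1 lay between the groups for some gene groups. On a scale of 0 (normoxic mean) to 1 (mean of hypoxic samples 2 and 3), its median place was 0.152 for the heat shock proteins, 0.477 for the ATF4 list, 0.631 for the histones, 0.831 for glycolysis and 0.987 for hypoxia-inducible genes. Normoxic RNA mixed into the sample would put every gene at 1 place (the first test, hypoxia-inducible genes against histones, was undecided), and the mitochondrially encoded transcripts stood above the histones by 0.443, their lowest (0.918) above the highest histone (0.911). A lower depth could list more transcripts at 0, and the sample listed fewest (a difference of -1225 to the next). This cannot decide on its depth, since values of 0 also depend on how reads were divided among the transcripts of a gene. A slower or weaker stress response in that culture stays open and was not tested.

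Of 55 replication-dependent histone genes, 51 were lower in hypoxia, 49 of 55 under each of the other scalings and between 9 and 52 when any 1 sample was left out (9 to 14 without normoxic sample 2 or 3 or hypoxic sample 2 or 3), and 7 with the most abundant transcript. The histone genes named among the largest decreases have 1 transcript each in these data, so their FPKM were the same in that last alternative. Their calls could change there only through the values of other genes. The paper's methods describe the selection as oligo dT enrichment (rRNA removal), which leaves open how far RNAs without a poly(A) tail were removed. Some of them passed, since the histone genes summed to 8758 to 10560 FPKM in the normoxic libraries. RMRP, 1 of the 4 other such RNAs below, had 3539 ± 719 FPKM in normoxia and 4525 ± 872 FPKM in hypoxia. If the yield of all RNAs without a poly(A) tail were lower, 4 other such RNAs would fall too. Their log2 fold changes were -0.30 to 0.73 (median 0.099), so these 4 did not fall as the histones did. So few RNAs, of a list shortened after their values were seen, cannot exclude a lower yield of the histone RNAs. A lower share of cells in S phase is consistent with the G1/S and DNA replication list (camera adjusted p = 0.0113), but that list does not pass with an estimated correlation (adjusted p = 0.461) or with the most abundant transcript (0.341), in a range of 0.00191 to 0.461 over the alternatives. Reads divided differently among the listed copies would leave their summed FPKM alike, but the log2 of that sum, hypoxia over normoxia, was -1.792.

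All 13 mitochondrially encoded transcripts were lower in hypoxia (13 when adjusted over the list alone; median log2 fold change -1.30, camera adjusted p = 1.54e-13, adjusted p = 0.208 with an estimated correlation, the highest over the alternatives, and 9.95e-16 the lowest), and between 10 and 13 were lower when any 1 sample was left out. MT-ATP8, a subunit of ATP synthase, fell from 7289 ± 373 to 1412 ± 61.2 FPKM (log2 fold change -2.37, adjusted p = 0.000114). One scaling factor per library would move all genes alike, but the median of these transcripts lay -1.197 from that of all genes, and 13 stayed lower under upper-quartile scaling and scaling to a common sum. A scaling that depends on abundance cannot be told apart from a change of these transcripts, since under quantile normalization, which gives the most abundant transcripts like values in all libraries, 7 were lower and 3 higher, with a median log2 fold change of -0.847. A response of mitochondrial transcription to low oxygen, and a different yield of these RNAs, stay open and were not tested.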

How the results depend on the processing

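The tests with a fold change of at least 1.5 and an ordinary linear model together were chosen only after the result was seen. With 3 samples per group and an unknown depth, counts at an adjusted p under 0.05 hang on single samples, and a result that fails a test here is not shown to be absent. The cause was not tested for any change below, except that fewer samples, and camera with an estimated correlation, give fewer degrees of freedom. Counts are given as higher and lower in hypoxia. No filter, and the 0.1 FPKM limit, remove no transcript, so they test nothing.

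An ordinary linear model gave 147 and 166 genes, 6 and 0 lncRNA transcripts and 123 and 108 protein-coding transcripts at an adjusted p under 0.05, and 433 and 365 lncRNA transcripts at the paper's thresholds. With the library-size covariate, the ordinary linear model gave 0 and 0 genes, 0 and 0 lncRNA transcripts and 1 and 1 protein-coding transcripts, and at the paper's thresholds, which use an unadjusted p, 193 and 210, 385 and 345, and 585 and 577. The replicate number as a block gave 205 and 255 genes, 3 and 1 lncRNA transcripts and 2 and 4 protein-coding transcripts. The deviations of samples with the same number correlated at -0.154, -0.044 and -0.109 across genes, and those with different numbers at -0.108 to 0.176. No pairing by number shows in these values, but with 3 samples per group they cannot exclude a shared culture or day. The most abundant transcript gave 108 and 132 genes, a G1/S median of -0.20 (adjusted p = 0.341) and a reversed ICAM1 (-0.33, adjusted p = 0.369, against 0.68).

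At the paper's thresholds, scaling to a common sum gave 593 higher genes, 1695 and 1161 lncRNA transcripts and 1886 higher protein-coding transcripts. A pseudocount of 0.1 gave 1125 lower genes and 1512 and 1545 lncRNA transcripts, and 0.5 gave 1244 and 1215 lncRNA transcripts. Quantile normalization gave 482 higher and 418 lower genes there and upper-quartile scaling 497 and 505, so the excess of lower genes was lost under these 2. Scaling to a common sum kept it (593 and 811). Quantile normalization also gave 22 and 17 lncRNA transcripts at an adjusted p under 0.05, and upper-quartile scaling gave 4 lower lncRNA transcripts. FPKM of at least 1 in at least 3 samples gave 26 and 18 lncRNA and 141 and 124 protein-coding transcripts at an adjusted p under 0.05. A fold change of at least 1.5 gave 1053 and 1859 genes, 1633 and 1665 lncRNA transcripts and 2028 and 2396 protein-coding transcripts, and with an ordinary linear model 825 and 1351 genes and 1081 and 1098 lncRNA transcripts. The fold of group means with that model gave 1173 and 1244 lncRNA transcripts. An adjusted p in place of the unadjusted one gave 14 and 7 lncRNA and 66 and 56 protein-coding transcripts.

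Without each sample in turn, the counts at an adjusted p under 0.05 ranged from 86 to 1056 and from 131 to 1838 for genes, 5 to 11 and 1 to 7 for lncRNA transcripts and 12 to 131 and 11 to 126 for protein-coding transcripts. At the paper's thresholds, lower genes ranged from 546 to 1046 and lower lncRNA transcripts from 467 to 911. The median of the MAPK list ranged from 0.10 to 0.15 and that of the fatty acid list from -0.31 to -0.10. Of the 1853 genes called in the main comparison, 1727 were shared without hypoxic sample 1 and 210 without hypoxic sample 3.

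With an estimated correlation, no list passed: glycolysis (median 0.65, adjusted p = 0.295), hypoxia-inducible genes (1.25, 0.208), the endoplasmic reticulum list (0.36, 0.208), G1/S (-0.33, 0.461), G2/M (-0.71, 0.246), the p53 list (0.34, 0.370), mTOR (0.0653, 0.246), MAPK (0.0795, 0.391), ferroptosis (0.41, 0.265), ZNF genes (0.0692, 0.461), cilium (-0.51, 0.461) and protocadherins (-0.63, 0.461). Camera then takes its degrees of freedom from the few samples instead of the many genes, which makes passing hard for any list. The estimated correlation was 0.884 for the histones but 0.0096 for mTOR, near the preset 0.01. The higher adjusted p of mTOR therefore does not come from correlation alone. Of 122 named genes, all but ICAM1 and TFPI2 kept their direction in every alternative; TFPI2, which did not pass, had a negative log2 fold change in 5 of them. Of the calls, 0 were lost with a pseudocount of 0.5 or with FPKM of at least 1 in at least 3 samples and 3 without hypoxic sample 1. With the library-size covariate all 118 were lost, so no named gene kept its call there.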

Differences from the paper's values

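The tests with a fold change of at least 1.5 and an ordinary linear model together were chosen only after the result was seen. Counts below are at the paper's thresholds (a fold change of at least 2 and an unadjusted p under 0.05), by limma on log2(FPKM + 1).

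For mRNAs, the paper's counts are 885 higher and 1378 lower, and 376 and 687 protein-coding genes were found. Counted as protein-coding transcripts, each tested by itself, 1186 were higher and 1301 lower, within 1.5 times of both of the paper's counts. Among the alternatives set before the data were examined, 593 higher (scaling to a common sum) and 1053 (a fold change of at least 1.5) lie within 1.5 times the paper's 885, and the others do not. For the lower ones, a pseudocount of 0.1 (1125) or 0.5 (922), leaving out normoxic sample 1 (926) or hypoxic sample 1 (1046) and a fold change of at least 1.5 (1859) lie within it, and the others do not. Read by eye, Fig. 1C shows about 810 higher and about 1200 lower mRNAs as the paper's values, against the same 376 and 687. Scaling to a common sum (593 and 811), a fold change of at least 1.5 (1053 higher), both pseudocounts (1125 and 922 lower), leaving out normoxic sample 1 (926 lower) or hypoxic sample 1 (1046 lower) and the fold of group means with an ordinary linear model (890 lower) lie within 1.5 times of these, and the others do not.

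For lncRNAs, the paper's counts are 1081 higher and 1098 lower, and 706 and 598 lncRNA transcripts were found. Within 1.5 times the paper's lie pseudocounts of 0.1 (1512 and 1545) and 0.5 (1244 and 1215), upper-quartile scaling (859 higher), the replicate block (742 higher), scaling to a common sum (1161 lower), leaving out normoxic sample 1 (753 and 911) or hypoxic sample 1 (967 and 739) and the fold of group means with an ordinary linear model (1173 and 1244), and the other alternatives do not. A fold change of at least 1.5 with an ordinary linear model, chosen after seeing the values among several settings tried, gives exactly 1081 and 1098 lncRNA transcripts, and 825 and 1351 genes. The paper's own list of called transcripts was not at hand, so how many of them it drops could not be counted. At a fold change of at least 1.5 with no p, 2987 were higher and 3116 lower, and the correlation of the group means was 0.819, both of which match numbers printed in Fig. 2B. Together these matches point to a fold change of 1.5 behind the paper's lncRNA counts, not the 2 that its methods state. The paper's mRNA counts were not matched exactly in this way.

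The Discussion states that HMOX1 (written HOMX1 there), SLC7A5, HIF1a-AS2, SERPINE1 and ANGPTL4 fell in hypoxia and that AC103591.3, HIST1H2BM, HIST1H2BB, HIST1H1D and HIF1a rose. All 10 went the other way in the deposited values (log2 fold changes of 4.77, 3.41, 3.38, 3.35 and 3.49, and of -3.89, -3.57, -3.33, -3.25 and -2.76), and all but AC103591.3 (adjusted p = 0.0954 as a lncRNA transcript) passed, the call of HIST1H1D being lost without normoxic sample 2 or 3 or hypoxic sample 2 or 3 and that of the HIF1A-AS2 transcript when any 1 sample was left out. The directions that the paper gives in Fig. 6 and Fig. 7A are those of the deposited values. Another sentence of the Discussion has HIF1a-AS3 rising, which is the direction of the same transcript in the deposited values, so the Discussion gives both directions for the transcript that the authors' table names HIF1A-AS2 and the annotation used here HIF1A-AS3. The hypoxia markers VEGFA, PGK1, LDHA and NDRG1 were higher in the hypoxic samples (log2 fold changes of 2.85, 1.25, 0.90 and 3.41), the calls of PGK1 and NDRG1 being lost without hypoxic sample 2 or 3, and CA9 did not pass (log2 fold change 1.30, adjusted p = 0.115).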

Other observations

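No test reported here was chosen only after the result was seen.

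Of 22 interferon response genes, 6 were lower in hypoxia and none was higher at an adjusted p under 0.05 from limma (13 lower when adjusted over the list alone; median log2 fold change -0.83, camera adjusted p = 0.00228, adjusted p = 0.461 with an estimated correlation, the highest over the alternatives, and 0.000596 the lowest). OAS3, a sensor of double-stranded RNA, had a log2 fold change of -1.31 (adjusted p = 0.0126), lost without normoxic sample 2 or 3 or hypoxic sample 2 or 3. None of the 22 was lower without these samples, 9 were without normoxic sample 1 and 10 without hypoxic sample 1. Of 22 NF-kB and cytokine genes, 3 were higher and 6 lower (5 and 6 when adjusted over the list alone), and the list did not pass (median -0.22, camera adjusted p = 0.894). IL11, a cytokine, had a log2 fold change of 2.07 (adjusted p = 0.0138), lost without the same samples as OAS3. At most 1 NF-kB gene was called without normoxic sample 2 or 3 or hypoxic sample 2 or 3.

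In the extracellular matrix list, 7 of 31 genes were higher and 7 lower (7 and 10 when adjusted over the list alone; median -0.11, mean -0.14, test upward without passing, camera adjusted p = 0.894). P4HA1, which hydroxylates collagen, had a log2 fold change of 2.02 (adjusted p = 0.00516) and COL5A2, a collagen, -1.91 (adjusted p = 0.00377). The list's median was 0.05 under quantile normalization and 0.0046 under upper-quartile scaling. Of 25 genes of extravillous trophoblast invasion, 5 were higher and 3 lower (5 and 4 when adjusted over the list alone; median 0.16, camera adjusted p = 0.172). PLAUR, the urokinase receptor, had a log2 fold change of 1.22 (adjusted p = 0.0192) and TWIST1, a transcription factor, -1.29 (adjusted p = 0.0192), both lost likewise. In the matrix list 3 or 4 genes were higher and 5 or 6 lower, and 1 invasion gene was higher and none lower, without normoxic sample 2 or 3 or hypoxic sample 2 or 3.

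Among trophoblast markers, 1 of 14 was lower, TFAP2A (log2 fold change -1.38, adjusted p = 0.00985; 1 when adjusted over the list alone; median 0.02, mean -0.07, camera adjusted p = 0.894). The median was between -0.0791 and -0.0549 without normoxic sample 2 or 3 or hypoxic sample 2. Of 14 stromal markers, 1 was higher (TAGLN, whose call was lost likewise) and 2 lower (1 and 6 when adjusted over the list alone; median -0.33, camera adjusted p = 0.292); 5 were lower without normoxic sample 1 and 4 without hypoxic sample 1. None of 4 endothelial markers was called by limma (median 0.18, camera adjusted p = 0.325). Of the leukocyte markers, CD68 alone was in the table, and the list was not tested.

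Of 23 genes of cholesterol synthesis, 3 were lower (3 when adjusted over the list alone; median -0.20, camera adjusted p = 0.251), LDLR, the receptor that takes up LDL, at a log2 fold change of -1.24 (adjusted p = 0.00942); 6 were lower without hypoxic sample 1 and 1 without normoxic sample 2 or 3 or hypoxic sample 2 or 3. Of 41 nuclear-encoded genes of oxidative phosphorylation, 3 were lower (1 when adjusted over the list alone; median -0.05, which was 0.06 and 0.05 under upper-quartile scaling and scaling to a common sum; test upward without passing, camera adjusted p = 0.894). None was lower without normoxic sample 2 or 3 or hypoxic sample 2 or 3. RPL9 was the 1 higher gene of 52 ribosomal protein genes (0 when adjusted over the list alone; median 0.12, camera adjusted p = 0.00271, 0.461 with an estimated correlation and 3.35e-05 to 0.461 over the alternatives). Of 35 genes of ribosome biogenesis, NOB1 was higher and EBNA1BP2 lower (0 and 0 when adjusted over the list alone; median 0.32, camera adjusted p = 0.00310, 0.581 with an estimated correlation and 2.41e-06 to 0.581 over the alternatives). The calls of RPL9, NOB1 and EBNA1BP2 were lost without normoxic sample 2 or 3 or hypoxic sample 2 or 3, and those of NOB1 and EBNA1BP2 also without normoxic sample 1; 5 genes of ribosome biogenesis were higher without normoxic sample 1 and 5 without hypoxic sample 1, where 4 ribosomal protein genes were higher. Of 14 clock genes, 3 were higher (3 when adjusted over the list alone; median 0.16, camera adjusted p = 0.0776), NFIL3 at a log2 fold change of 1.30 (adjusted p = 0.00924); 1 was without normoxic sample 2 or 3 or hypoxic sample 2 or 3.

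Of 20 lncRNA genes with a literature in hypoxia or trophoblast, 3 were higher and 3 lower (5 and 3 when adjusted over the list alone; median 0.18, camera adjusted p = 0.160). LUCAT1 had a log2 fold change of 2.36 (adjusted p = 0.0128) and NEAT1 -1.35 (adjusted p = 0.0117). Of 20 small nucleolar RNA host genes, 1 was higher (SNHG17) and 2 lower (1 and 2 when adjusted over the list alone; median 0.10, camera adjusted p = 0.329). In the lncRNA list, 1 or 2 genes were higher and 0 or 1 lower without normoxic sample 2 or 3 or hypoxic sample 2 or 3, and no small nucleolar RNA host gene was called (3 were higher without hypoxic sample 1). Of 15 genes that the paper's text names, 5 were higher and 5 lower (5 and 5 when adjusted over the list alone, which is not independent evidence; median 0.07, camera adjusted p = 0.303). LASP1, YBX1 and TFPI2, which the paper names from other studies, did not pass.

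Regrouping the 6 samples into 3 against 3 in 10 ways is too few for a share under 0.05. Every split but the real one also mixes hypoxic and normoxic samples in both groups. The difference between the conditions then adds to the spread within groups and lowers the calls, so these splits do not show what unrelated samples would give. As many calls as the real grouping gave came from 1 of 10, the real one. At an adjusted p under 0.05 these were 1853 genes (highest of the others 0), 21 lncRNA transcripts (7) and 126 protein-coding transcripts (10), and at the paper's thresholds 1063 genes (320), 1304 lncRNA transcripts (730) and 2487 protein-coding transcripts (1205).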
